# Analysis of gene expression during neurite outgrowth and regeneration

**DOI:** 10.1186/1471-2202-8-100

**Published:** 2007-11-23

**Authors:** Moriah L Szpara, Karen Vranizan, Yu Chuan Tai, Corey S Goodman, Terence P Speed, John Ngai

## Abstract

**Background:**

The ability of a neuron to regenerate functional connections after injury is influenced by both its intrinsic state and also by extrinsic cues in its surroundings. Investigations of the transcriptional changes undergone by neurons during *in vivo *models of injury and regeneration have revealed many transcripts associated with these processes. Because of the complex milieu of interactions *in vivo*, these results include not only expression changes directly related to regenerative outgrowth and but also unrelated responses to surrounding cells and signals. *In vitro *models of neurite outgrowth provide a means to study the intrinsic transcriptional patterns of neurite outgrowth in the absence of extensive extrinsic cues from nearby cells and tissues.

**Results:**

We have undertaken a genome-wide study of transcriptional activity in embryonic superior cervical ganglia (SCG) and dorsal root ganglia (DRG) during a time course of neurite outgrowth *in vitro*. Gene expression observed in these models likely includes both developmental gene expression patterns and regenerative responses to axotomy, which occurs as the result of tissue dissection. Comparison across both models revealed many genes with similar gene expression patterns during neurite outgrowth. These patterns were minimally affected by exposure to the potent inhibitory cue Semaphorin3A, indicating that this extrinsic cue does not exert major effects at the level of nuclear transcription. We also compared our data to several published studies of DRG and SCG gene expression in animal models of regeneration, and found the expression of a large number of genes in common between neurite outgrowth *in vitro *and regeneration *in vivo*.

**Conclusion:**

Many gene expression changes undergone by SCG and DRG during *in vitro *outgrowth are shared between these two tissue types and in common with *in vivo *regeneration models. This suggests that the genes identified in this *in vitro *study may represent new candidates worthy of further study for potential roles in the therapeutic regrowth of neuronal connections.

## Background

Neuronal development, as well as neuronal response to injury, depend on both intrinsic programs of gene expression and on extrinsic cues from the surrounding environment. Understanding the balance between these two, and potentially influencing it, are the focus of current strategies to improve neuronal regeneration after injury [1]. That the intrinsic state of a neuron can be manipulated to improve regeneration has been well-demonstrated in dorsal root ganglia (DRG) neurons, where neurite outgrowth in response to spinal nerve injury is significantly improved by a preceding peripheral nerve lesion [2-5]. This ability of intrinsic changes to influence neurite outgrowth has been further demonstrated by transgenic expression of genes such as cytoskeleton-associated protein 23 (CAP23), growth associated protein 43 (GAP43), small proline-rich repeat protein 1A (Sprr1A), and activating transcription factor 3 (Atf3) [6-10].

In addition to intrinsic effects, the extrinsic environment also vastly influences outgrowth ability [11,12]. For example, neurite regrowth is affected by injury-induced inhibitory factors such as Semaphorins, Nogo, and myelin-associated glycoprotein, as well as reactive microglia and fibrous scar tissue [12-15]. Grafts of peripheral nervous system (PNS) tissue at sites of central nervous system (CNS) lesion can improve neurite growth across an otherwise inhibitory scar, and much research has been focused on distinguishing the growth-permissive and growth-inhibitory aspects of these two [16-18].

Measuring changes in neuronal gene expression in models of regeneration has allowed for a combinatorial readout of both intrinsic and extrinsic factors, since many extrinsic cues elicit intracellular signals that affect transcription [19-26]. However the complexity of *in vivo *models means that responses that causally affect a neuron's regeneration are observed simultaneously with dispensable secondary or tertiary effects of the environment and signaling from other affected cells. *In vitro *models provide an opportunity to address this, by allowing for tighter experimental control of the extrinsic environment while still allowing measurement of intrinsic transcriptional activity.

In the present study, we have used two *in vitro *model systems, those of superior cervical ganglia (SCG) and DRG, to study intrinsic transcriptional activity during neurite outgrowth. Explanting these tissues provides the dual conditions of axotomy, which mirrors *in vivo *regeneration models, and a controlled extracellular environment, where we can observe gene expression changes during neurite outgrowth in the absence of signaling from multiple guidance factors and injury-induced signals *in vivo*. We compared these effects to published data on genes associated with regeneration *in vivo*, and found many areas of commonality. We also attempted to perturb these gene expression patterns with exposure to Semaphorin 3A (Sema3A), a potent extrinsic inhibitory cue that affects both local growth cone morphology and also axoplasmic transport – a means of potentially conveying signals back to the nucleus [27,28]. These data demonstrate the applicability of comparing across *in vitro *and *in vivo *models of neurite outgrowth, and their potential for revealing genes involved in intrinsic patterns of regeneration.

## Results

### Intrinsic patterns of gene expression during neurite outgrowth *in vitro*

We wished to determine the transcriptional profiles of neurons undergoing neurite outgrowth *in vitro*. We were particularly interested in finding genes whose expression is generally associated with the process of neurite outgrowth, rather than with cell type-specific effects. Thus, in order to avoid focusing on transcripts unique to one tissue type versus another, we used a comparative strategy to look for effects that were common to two tissue types and therefore more likely to be involved in the general process of neurite outgrowth. While these explants contain multiple cell types, we felt this was preferable to the more disruptive conditions required to dissociate neurons or obtain a pure neuron population. To this end, we monitored gene expression in cultured explants from SCG and DRG using DNA microarrays.

We initiated our studies by culturing embryonic day 13 (E13) mouse SCG *in vitro *and harvesting tissue for RNA isolation at time points from 2 to 65 hours. Time points were selected to detect both fast, short-term responses (2, 5 and 12 hours), as well as sustained, long-term changes (24, 40, and 65 hours). Samples were hybridized to Affymetrix MG-U74v2 A and B microarrays, with RNA from acutely dissected explants serving as a baseline reference. In SCG, 5,097 probesets were observed to change 1.5 fold or greater over time. To test if these changes were significantly different from the null hypothesis (no change over time), we used a polynomial regression of the maximum of quadratic order. This analysis revealed that 1,728 probesets were significantly changed (p ≤ 0.05) during neurite outgrowth by SCG.

We followed these experiments with a parallel analysis of a more heterogeneous tissue type, the DRG, which is more frequently used than SCG for *in vivo *studies of neurite regeneration. Cervical and upper thoracic DRG from E12 embryos were cultured with NGF (the same trophic support as in SCG cultures) and harvested at time points from 2 to 40 hours. 

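The DRG time course was measured on 20 Affymetrix MOE430A arrays of cultured explants and 1 array of pooled RNA from acutely dissected DRG. Explants of sensory ganglia from E12 embryos of outbred CD1 mice were embedded in collagen beside an aggregate of Cos7 cells, a monkey kidney line, that had been mock-transfected (10 arrays) or transfected with Sema3A (10 arrays). Each condition was sampled at 2, 5, 12, 24 and 40 h with 2 biological replicates, and the 5 time points of a replicate came from the same culture setup. For the last time point the sample descriptions give 48 h where the paper gives 40 h, and the paper's hours were used. RNA was amplified in 2 rounds, and the authors extracted log2 hybridization intensities with GCRMA 1.1, left out probesets with certain suffixes and kept the 11268 probesets that could be matched between the 2 array types of the study. Of these, 10246 carried 1 gene symbol, 270 carried several and 752 carried none, which left 9116 genes, each taken by the probeset that the paper's tables give for it or else by its probeset of highest mean. The median log2 intensity of an array lay between 7.40 and 7.56, and Pearson's r across probesets between the 2 replicates of a time point lay between 0.989 and 0.996. Change over time was tested in the mock-transfected explants with limma's moderated F test on a linear and a quadratic term of the hours, and at 40 h against 2 h with limma's moderated test, with Benjamini-Hochberg adjustment over all 11268 probesets. The change in fold was taken between any 2 of the 5 time points and the pool, which gives the maximum change of every probeset in the part of the paper's supplementary table at hand, although the paper's methods name the time points alone. Gene lists were written before the data were examined (32 lists, among them markers of the cell types that an explant can hold) and were compared with all other genes by the camera test of limma at its preset correlation of 0.01, and again with a correlation estimated from the arrays. The pool is a single array, GCRMA compresses differences among dim probesets, and the number of arrays limits the precision.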

Using Affymetrix MOE 430A microarrays, 4,860 probesets were observed to change 1.5 fold or more during neurite outgrowth in cultured DRG, with 2,632 changes of p ≤ 0.05 by quadratic statistical analysis.

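In mock-transfected DRG explants, crystallin alpha B (Cryab), a small heat shock protein, rose between 2 h and 40 h by 6.16 on the log2 scale (SE 0.56, adjusted p = 9.65e-04 from limma, n = 2 arrays per time point), and the galectin gene Lgals3 by 5.86 (SE 0.58, adjusted p = 0.0013 from limma). The other 8 of the 10 largest rises were those of Mal, Tnc, Angptl4, Cbr3, Apoe, Lyz2, Htra1 and Efhd1, which lay between 4.74 and 5.63, with the rise of Mal, a myelin protein gene, no longer past the threshold without mock 2 h replicate 1 (adjusted p = 0.0626) or mock 2 h replicate 2 (adjusted p = 0.0501). Cryba1, another crystallin gene, fell by 5.15 (SE 0.33, adjusted p = 3.06e-04 from limma), and Neurog1, a transcription factor of sensory neuron progenitors, fell by 4.84 (SE 0.56, adjusted p = 0.00256 from limma). The other 8 of the 10 largest falls, between -4.38 and -3.82, belonged to Cd34, Cav1, Prom1, Rgs5, Neurod4, Rassf5, As3mt and Klf4, with Klf4 no longer past the threshold without mock 2 h replicate 1 (adjusted p = 0.0667) or mock 2 h replicate 2 (adjusted p = 0.0624). At least a 1.5 fold change was reached by 5100 probesets (4237 without the pool as a time point), and 2634 of these also had p at or below 0.05 in the quadratic model, of which 1214 passed at an adjusted p of 0.05. Among the 2634 probesets, 1390 had a higher mean at 40 h than at 2 h and 1244 a lower mean, and 812 of the 1390 were highest at 40 h, 408 at 24 h, 159 at 12 h and 11 at 5 h. The contrast of 40 h with 2 h called 551 probesets higher and 410 lower at an adjusted p under 0.05, and with the replicate number as a block it called 858 and 691, including all of the 551 and the 410. These counts rested on few arrays, being 265 and 214 without mock 2 h replicate 1, 230 and 139 without mock 2 h replicate 2, and 300 and 177 without mock 40 h replicate 1, while the 1214 became 710 without mock 2 h replicate 2, 176 without replicate 1 and 0 without replicate 2.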

The transcripts commonly affected during neurite outgrowth by both these model neuron populations may represent those most relevant to neurite outgrowth or regeneration in general. Thus, we combined the SCG and DRG microarray data by identifying 11,268 matching probesets from the two types of Affymetrix microarrays used for these experiments (MG-U74v2 A and B for SCG and MOE430A for DRG). 712 matched probesets were changed significantly at least 1.5 fold (p ≤ 0.05). To visualize these gene expression profiles, a clustering algorithm called Hierarchical Ordered Partitioning and Collapsing Hybrid (HOPACH) was used (Figure 1) [29]. HOPACH is similar to traditional hierarchical clustering, but also provides statistically set cluster divisions at each sub-level [30]. The data are visualized as a dual time-course, with the DRG samples over time followed by the SCG samples over time (Figure 1A). The first-level HOPACH clusters (horizontal gray lines, Figure 1A) group genes with common regulation patterns in both DRG and SCG (e.g., up-regulated in both or down-regulated in both), as well as those with more divergent patterns.

**Figure 1:**
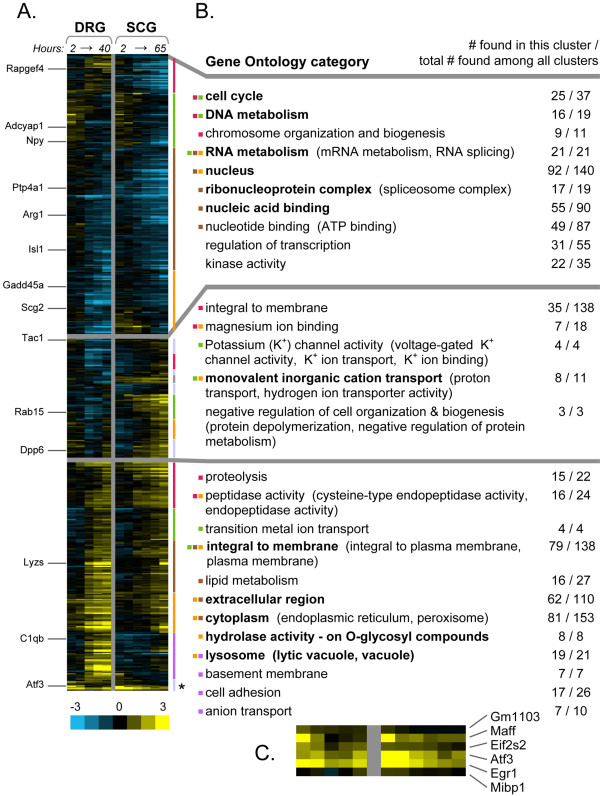
**HOPACH clustering and GenMAPP annotation of genes changed in both DRG and SCG during neurite outgrowth *in vitro***. **(A) **The cluster displays the averaged Affymetrix microarray data for 5 time points of DRG outgrowth (2, 5, 12, 24, and 40 hours) and 6 time points of SCG outgrowth (same as DRG plus 65 hour endpoint), for the 712 probe sets found to change more than 1.5 fold (p ≤ 0.05) in both datasets. Genes annotated along the left column are those also found in two or more of the *in vivo *regeneration studies (see Figure 2). Yellow indicates increased expression or probe intensity relative to the acutely dissected reference pool, while blue indicates decreased expression (log_2 _scale). Horizontal gray bars separate the first level clusters, and colored vertical bars along the right indicate the next level of sub-clusters. **(B) **MAPPFinder annotations of Gene Ontology categories represented in the first-level clusters, along with number of genes found in this cluster relative to the total number found in all three clusters for each category (all Z-scores > 2 and permuted-p ≤ 0.05). Terms in parentheses show related categories that were also significant. Terms in bold have a p-value ≤ 0.05 after adjustment for multiple hypothesis testing. In cases where annotations for first-level clusters also appeared in MAPPFinder annotation of the next level sub-clusters (with Z-scores > 2, permuted-p ≤ 0.05), those localizations to sub-clusters are indicated by an appropriately colored square. **(C) **Six nucleic-acid binding genes were detected by GenMAPP in a sub-cluster of (A) (marked by asterisk). These genes peak temporally earlier than most others in cluster 3. Ratio of expression change over time for these genes is color-coded as in (A).

We wished to determine the biological functions of these gene clusters. The MAPPFinder function of GenMAPP was used to test for significant localization of particular biological functions (listed as Gene Ontology (GO) terms) to each of the main HOPACH clusters [31-34]. GO terms over-represented in each cluster, as compared to their presence in the whole dataset, are shown in Figure 1B (p ≤ 0.05). 

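In cultured DRG, genes of RNA splicing were lower at 40 h than at 2 h as a list, whereas genes of the cell cycle did not pass the test. The splicing genes had a median log2 change of -0.37, with 37 of 42 measured members below 0 (adjusted p = 2.24e-05 by camera, and adjusted p = 0.247 with an estimated correlation). A single member passed on its own, the spliceosome component Snrpd3, at -0.58 (adjusted p = 0.0336 from limma), none passed when adjusted over the list alone (0 of 42), and the call on Snrpd3 was lost when any 1 of 7 of the mock arrays was left out (adjusted p up to 0.182). Of 43 cell cycle genes, 26 were below 0 and 17 above, with a median of -0.13 (adjusted p = 0.510 by camera) and 0 past the test, also when adjusted over the list alone. Cyclin D1 (Ccnd1) was at -0.96 (SE 0.65, adjusted p = 0.485 from limma), the mitotic checkpoint kinase Bub1 at -0.94 (SE 0.71, adjusted p = 0.550 from limma) and the mitotic kinase Aurkb at 0.72 (SE 0.39, adjusted p = 0.354 from limma). Against the pool of acutely dissected DRG, the median of the cell cycle genes was -0.22 at 2 h, -0.31 at 5 h, 0.37 at 12 h, -0.12 at 24 h and -0.23 at 40 h, and the quadratic criteria of p and fold called 4 of the 43. The replicates at 40 h differed for this list: without mock 40 h replicate 2 it was lower (adjusted p = 6.49e-05), and without mock 40 h replicate 1 it was higher (adjusted p = 0.0069).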

Significant down-regulation, by both SCG and DRG, was found for genes involved in cell division and nuclear metabolism (1^st ^cluster, Figure 1). Common upregulation (3^rd ^cluster, Figure 1) was observed for genes associated with extracellular matrix, basement membrane, and cell adhesion, suggesting remodeling of the local environment to allow axon outgrowth. 

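Genes of the extracellular matrix and basement membrane rose together in cultured DRG. Of 49 measured, 26 were higher at 40 h than at 2 h and none was lower at an adjusted p under 0.05 from limma (29 higher when adjusted over the list alone), with a median log2 change of 1.12 (adjusted p = 1.06e-16 by camera, and adjusted p = 0.0294 with an estimated correlation). Tenascin C (Tnc) rose by 5.53 (SE 0.66, adjusted p = 0.00293 from limma), the laminin subunit Lama2 by 3.79 (SE 0.56, adjusted p = 0.00733), fibulin 5 (Fbln5) by 3.33 (SE 0.30, adjusted p = 8.91e-04) and Timp2, an inhibitor of matrix metalloproteases, by 3.32 (SE 0.15, adjusted p = 1.10e-04). Their median against the pool was -0.38 at 2 h and -0.26 at 5 h, then 0.72 at 12 h, 0.87 at 24 h and 0.71 at 40 h. Among axon guidance receptors and ligands, the integrin subunit Itgav rose by 2.20 and the ephrin Efnb2 fell by 1.32. This list of 46 did not pass (4 higher, 5 lower, adjusted p = 0.391 by camera, and 7 higher and 5 lower when adjusted over the list alone). No list of cell adhesion genes was tested. Markers of other cell types moved with the matrix genes. Those of Schwann cells and satellite glia were higher in 13 of 30 and lower in 3 (15 and 4 when adjusted over the list alone), among them Mbp, which encodes myelin basic protein, at 4.06 (SE 0.59, adjusted p = 0.00687 from limma), with a median of 0.60 (adjusted p = 2.03e-04 by camera, and adjusted p = 0.0548 with an estimated correlation). Fibroblast and mesenchyme markers, of which 5 are also in the matrix list, were higher in 6 of 31 and lower in none (7 and 1 when adjusted over the list alone), with a median of 0.19 (adjusted p = 0.0115 by camera, and adjusted p = 0.536 with an estimated correlation), and this call was lost without mock 2 h replicate 1 (adjusted p = 0.197) or mock 40 h replicate 2 (adjusted p = 0.0877). From the common rise of the matrix and adhesion genes, the paper proposes a remodeling of the local environment that allows axon outgrowth.

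**Figure D1:**
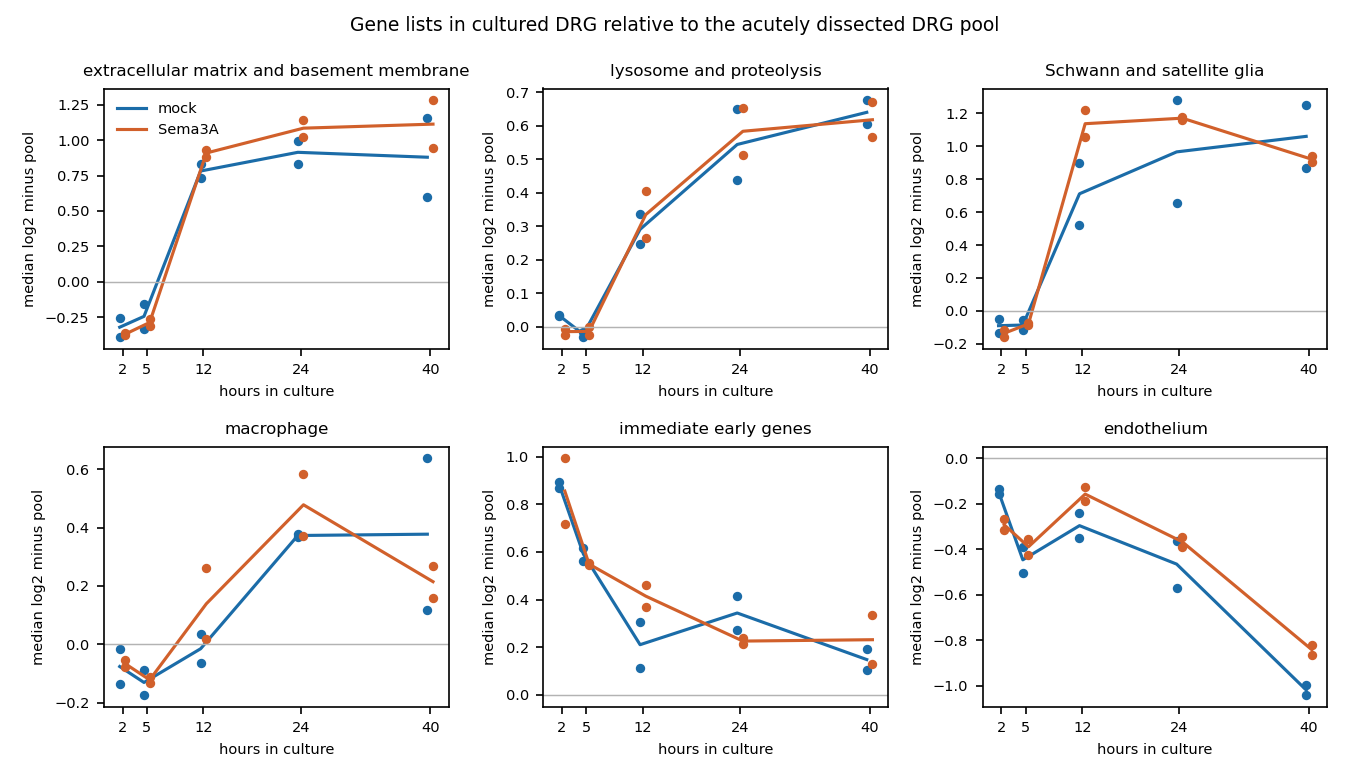
Median over the genes of each of 6 lists of the log2 difference between an array and the DRG pool, against hours in culture, with points for arrays and lines for the means of the 2 replicates of mock-transfected and Sema3A cultures. In the mock cultures the matrix list lies at -0.39 and -0.25 on the 2 h arrays and at 0.60 and 1.16 on the 40 h arrays, and the immediate early genes at 0.90 and 0.87 and then at 0.19 and 0.10.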

Increases in both SCG and DRG of genes involved in proteolysis and lysosome function echo previous observations of increases in these gene families after neuronal injury [25,35]. 

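Lysosome and proteolysis genes were higher in DRG explants at 40 h than at 2 h in 19 of 52 measured, and none was lower (27 higher and 1 lower when adjusted over the list alone). The median log2 change of this list was 0.73 (adjusted p = 1.01e-11 by camera, and adjusted p = 0.0294 with an estimated correlation). Cathepsin C (Ctsc), a lysosomal protease, rose by 2.73 (SE 0.19, adjusted p = 3.87e-04 from limma, n = 2 arrays per time point) and the lysosomal mannosidase Manba by 2.01 (SE 0.22, adjusted p = 0.00185 from limma). Against the pool, the list stood at a median of 0.00 at 2 h, -0.05 at 5 h, 0.35 at 12 h, 0.58 at 24 h and 0.70 at 40 h. Macrophage markers, 3 of which are also in the lysosome list, moved with it: 8 of 35 were higher and none was lower (11 higher when adjusted over the list alone), with a median of 0.53 (adjusted p = 5.49e-06 by camera, and adjusted p = 0.297 with an estimated correlation). Mpeg1, a gene of macrophages, rose by 3.19 (SE 0.38, adjusted p = 0.00295 from limma).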

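Genes of fatty acid and lipoprotein metabolism rose in part during DRG culture, while genes of cholesterol synthesis were lower. Of 45 fatty acid and lipoprotein genes, 10 were higher at 40 h than at 2 h and 2 were lower (13 and 4 when adjusted over the list alone), with a median log2 change of 0.26 (adjusted p = 0.00163 by camera, and adjusted p = 0.0541 with an estimated correlation). Apolipoprotein E (Apoe), which carries lipid between cells, rose by 5.12 (SE 0.37, adjusted p = 4.57e-04 from limma, n = 2 arrays per time point), the cholesterol exporter Abca1 by 3.38 (SE 0.30, adjusted p = 8.55e-04) and lipoprotein lipase (Lpl) by 3.07 (SE 0.36, adjusted p = 0.00275). All 16 cholesterol synthesis genes were below 0, with a median of -0.66 (adjusted p = 1.91e-05 by camera, and adjusted p = 0.338 with an estimated correlation), and 2 of them, Cyp51 and Fdps, passed on their own (3 when adjusted over the list alone). The sterol demethylase gene Cyp51 fell by 1.31 (SE 0.21, adjusted p = 0.0109 from limma), which was lost without mock 2 h replicate 1 (adjusted p = 0.0552), mock 2 h replicate 2 (adjusted p = 0.0728) or mock 40 h replicate 1 (adjusted p = 0.0613). For cytoplasmic components, 42 genes of the axonal cytoskeleton gave 0 higher and 2 lower (0 of either when adjusted over the list alone, adjusted p = 0.544 by camera), Marcksl1, lost when any 1 of the 10 mock arrays was left out (adjusted p up to 0.185), and Nefh, lost with any 1 of 6 left out (up to 0.189).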

Finally, neurite outgrowth relies on the increased production of both membrane and cytoplasmic components [36], as can be observed in the large numbers of genes in the commonly upregulated group (3^rd ^cluster, Figure 1), where genes involved in lipid metabolism and cytoplasmic components are localized.

In addition to looking at DRG and SCG changes together, the data for each time course of neurite outgrowth were clustered and annotated separately (see Additional file 1 – Additional Figures 2 and 3). One of the unique categories identified in DRG but not SCG is the late induction of apoptosis-related genes. This is not surprising, since apoptosis is normally underway in DRG neurons of this age, while SCG neurons undergo apoptosis *in vivo *at a later age [37,38]. In addition, while most SCG neurons are NGF-responsive at this time, DRG are more heterogeneous and include both NGF- and neurotrophin 3-responsive neurons, of which the latter may undergo cell death in these cultures [39-42]. 

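Of 50 apoptosis genes measured in cultured DRG, 2 were higher and 5 were lower at 40 h than at 2 h at an adjusted p under 0.05 from limma (3 and 5 when adjusted over the list alone). The netrin receptor Unc5b, which can signal cell death in the absence of its ligand, fell by 1.32 (SE 0.19, adjusted p = 0.00741 from limma), and Ddit3, a transcription factor of the stress response, fell by 1.16 (SE 0.28, adjusted p = 0.0442 from limma). Cflar, which encodes an inhibitor of caspase 8, rose by 1.02 (SE 0.25, adjusted p = 0.0492 from limma). The call on Cflar was lost when any 1 of 9 of the mock arrays was left out (adjusted p up to 0.184), and that on Ddit3 when any 1 of 8 was (adjusted p up to 0.178). The list as a whole did not pass (adjusted p = 0.916 by camera), and its median change of 0.05 and the downward direction of the test differed in sign, with 29 members above 0 and 21 below. Its median against the pool was 0.03 at 12 h, -0.03 at 24 h and -0.06 at 40 h, and 20 of the 50 genes had their highest mean at 24 or 40 h and 16 at 2 or 5 h. By the quadratic criteria of p and fold, 19 of the 50 were called.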

MAPPFinder annotation of these clusters thus confirms previously observed differences in their developmental programs, and demonstrates that functions known to be involved in neurite outgrowth are represented in these data.

We also wanted to uncover novel biological associations in these data. As one approach to this, we examined the next smaller level of HOPACH clusters. Most significant biological functions localized in these smaller clusters were also represented in the larger main clusters, as shown by the vertical colored bars and matching colored boxes in the GO term list in Figure 1. However one example of novel biological associations found at the sub-cluster level is demonstrated by a group of genes at the bottom of Figure 1A. This sub-cluster contains twelve genes, of which six are associated by GenMAPP with nucleic acid binding (permuted P = 0.002): Atf3, early growth response 1 (Egr1/Krox-24/Zif-268/NGFIA), eukaryotic translation initiation factor 2 (Eif2s2), Gm1103 (or Zbtb2), musculoaponeurotic fibrosarcoma oncogene family protein F (Maff), and c-myc intron 1 binding protein (Mibp1) (Figure 1C). 

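Each of these 6 genes had its probeset on the DRG arrays, and 5 of them were called by p at or below 0.05 in the quadratic model with at least a 1.5 fold change. Egr1, an immediate early transcription factor, had a log2 intensity of 6.34 in the pool, 10.24 at 2 h and 8.97 at 40 h (14.9-fold at most, p = 4.73e-04 from limma, n = 10 arrays), and it fell by 1.27 between 2 h and 40 h (SE 0.18, adjusted p = 0.00591 from limma). Maff, a small Maf transcription factor, went from 5.17 in the pool to 8.48 at 2 h and 5.72 at 40 h (9.88-fold, p = 0.00125 from limma, n = 10 arrays). Atf3, a transcription factor induced by axon injury, had 5.85 in the pool, 7.61 at 2 h, 7.98 at 5 h and 8.00 at 40 h (4.42-fold, p = 0.0220 from limma, n = 10 arrays), with a difference of 0.39 between 40 h and 2 h (SE 0.33, adjusted p = 0.609). Hivep2, the gene of c-myc intron binding protein Mibp1, was highest at 40 h (2.58-fold, p = 0.0406, n = 10 arrays) and Zbtb2 at 2 h (2.16-fold, p = 0.0405). The translation initiation factor Eif2s2 was highest at 5 h, at 10.61 against 9.50 in the pool, and had p = 0.262 in the quadratic model (n = 10 arrays).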

The expression of these genes peaks earlier than most other genes in cluster 3, suggesting a potential for temporal regulation. 

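In mock-transfected DRG the median of these 6 genes against the pool was 1.43 at 2 h, 1.30 at 5 h, 0.29 at 12 h, 0.35 at 24 h and 0.63 at 40 h, and 4 of the 6 had their highest mean at 2 or 5 h. The study chose them on these samples, so their time course is not independent evidence. Among 1021 genes that were called over time and lay at least 1.5 fold above the pool, the highest mean was at 2 h for 99, at 5 h for 43, at 12 h for 132, at 24 h for 261 and at 40 h for 486. A separate list of 31 immediate early genes, 3 of which are among the 6, also stood highest early, with a median against the pool of 0.75 at 2 h, 0.52 at 5 h and 0.15 at 40 h. Of these 31, 10 were lower at 40 h than at 2 h and none was higher (16 lower and 2 higher when adjusted over the list alone; adjusted p = 8.00e-07 by camera, and adjusted p = 0.0294 with an estimated correlation, or adjusted p = 0.0611 when the replicate number was also a block). Fosb, a partner in the AP-1 complex, fell by 2.39 (SE 0.21, adjusted p = 8.46e-04 from limma) and the growth inhibitor Btg2 by 2.24 (SE 0.19, adjusted p = 8.46e-04 from limma).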

Atf3 upregulation has been previously noted after injury, and its regeneration-promoting ability has been recently demonstrated *in vivo *by Seijffers et al (2007) [7,19,21,43]. Egr1 is a multi-functional transcription regulator in both neuronal and non-neuronal cells. In the nervous system, it is associated with plasticity and synaptic activity, although a transient activation after neuronal injury has been noted [44,45]. Maff has recently been described as part of a negative downstream regulatory loop after activation of Egr1 [46]. Although Mibp1 has been previously found to be neuronally expressed [47], neither Mibp1, Eif2s2, Gm1103, nor Maff have been previously linked to regeneration. However their close association with Atf3 and similar temporal expression suggests them as good candidates for a role in neurite outgrowth and regeneration.

### Relating gene expression patterns of growth *in vitro *to regeneration *in vivo*

To understand how the transcriptional patterns of neurite outgrowth in cultured DRG and SCG relate to regeneration of adult ganglia, these data were compared to several published studies of adult DRG and SCG regeneration *in vivo*. For this meta-analysis, three recently published studies with large datasets were selected, and the time point from each study that most closely matched the other available data was used. From Costigan et al., the data included 187 unique genes significantly regulated at least 1.5 fold in lumbar DRG at three days after sciatic nerve axotomy [21]. In Xiao et al., 88 genes were significantly regulated at least 2 fold in lumbar DRG at two days after sciatic nerve axotomy [23]. Finally, the data from Boeshore et al. provided 248 genes significantly regulated at least 2 fold in SCG at two days after axotomy of the internal and external carotid nerves [19]. A total of 78 genes are found in common among at least two of these three studies of neurite regeneration *in vivo *(Figure 2A, see also Additional file 2 – Meta-analysis table), of which 66 are found among the probesets in our data. 

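Of the 66 genes with a probeset that in vivo studies had linked to regeneration, 25 changed during DRG culture by p at or below 0.05 in the quadratic model and at least 1.5 fold, where 15.4 would be called at the share of all probesets (odds ratio 2.01, p = 0.00809 by Fisher's exact test, two-sided). Tac1, the precursor of substance P, changed by 19.9-fold at most and was lower at 40 h than in the pool, at a log2 intensity of 7.44 against 10.05. Secretogranin 2 (Scg2), a granule protein of neurons, changed by 6.05-fold, and C1qb, a complement subunit made by phagocytes, by 3.31-fold with its highest mean at 24 h. Adcyap1, which encodes the neuropeptide PACAP, changed by 2.37-fold and the small GTPase gene Rab15 by 2.12-fold. For 40 h against 2 h, 7 of the 66 passed at an adjusted p under 0.05 from limma, and the 25 became 16 without replicate 2.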

Of the 66 genes found in the DRG-SCG *in vitro *dataset, 34 genes were also significantly changed during *in vitro *outgrowth of one or both explant types.

**Figure 2:**
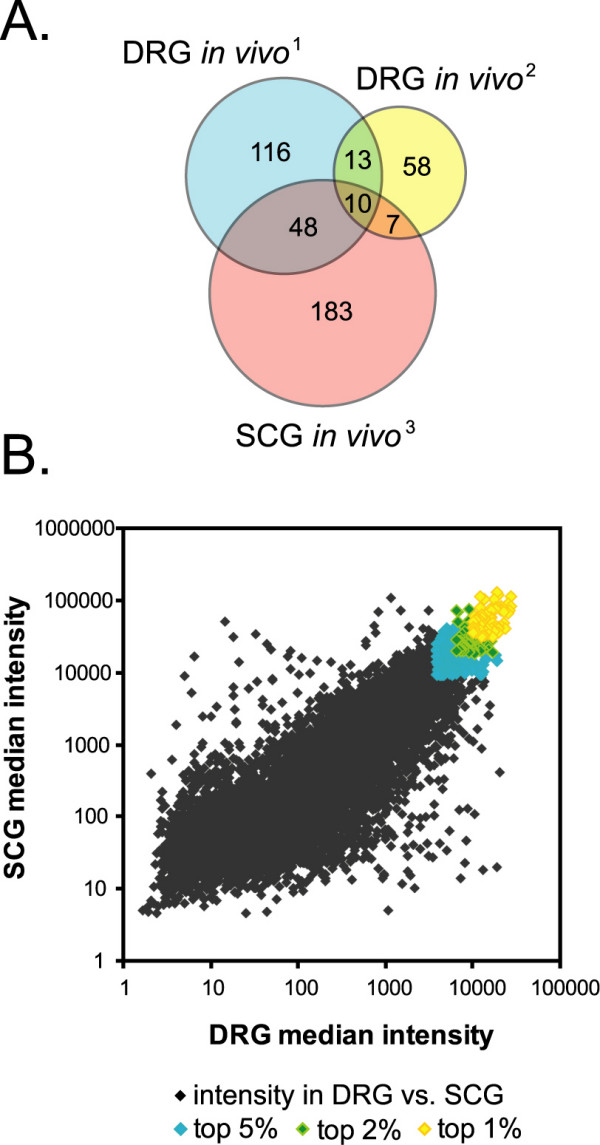
**Meta-analysis of genes changed during *in vivo *models of regeneration**. **(A) **Venn diagram of genes affected in common across *in vivo *regeneration models. Data from three published studies of *in vivo *regeneration after peripheral axotomy in adult rats were compared to each other. Those genes found by two or more of these studies (shaded regions of overlap, n = 78) are also noted on the clusters found in Figure 1 and in Additional file 1 (Additional Figures 2 and 3). All genes were mapped to a common Entrez Gene ID, which is listed in Additional file 2 along with associated data. **(B) **Scatter plot of median intensity in both DRG and SCG for each unique Entrez gene found in this study. Probesets were collapsed to select only one unique Entrez ID per gene, so that genes with multiple probesets on the array would not skew the data. Blue, green, and yellow points highlight genes whose intensity of expression are respectively in the top 5%, 2%, and 1% intersection of all DRG- and SCG-expressed genes. Further annotation of these highly-expressed transcripts is found in Figure 3. DRG *in vivo*^1^, rat gene regulated 3 days after sciatic nerve axotomy (n = 187) [21]. DRG *in vivo*^2^, rat gene regulated 2 days after sciatic nerve axotomy (n = 88) [23]. SCG *in vivo*^3^, rat gene regulated 2 days after post-ganglionic nerve axotomy (n = 230) [19].

Our data provide an opportunity to look at the behavior of this group of previously identified regeneration-associated genes in two common *in vitro *models of neurite outgrowth. At the time of dissection both DRG and SCG have extended significant nerve projections (E12 for DRG and E13 for SCG) [48-52]. Therefore these embryonic *in vitro *culture models encompass both ongoing developmental gene expression as well as effects of axotomy. We localized the 34 genes commonly affected during *in vivo *regeneration models and *in vitro *outgrowth models on the cluster diagrams described above (annotated in Figure 1A and Additional file 1 – Additional Figures 2 and 3; see also Additional file 2 – Meta-analysis and Abbreviations tables). The localization of these changed genes on the cluster diagrams provides insights into which of these *in vivo *regeneration-associated genes may be part of an intrinsic outgrowth program. For instance, down-regulation of the transcription factor Isl1 and up-regulation of the catabolic enzyme lysozyme have both been previously noted during DRG and SCG *in vivo *regeneration, and these genes behave similarly during embryonic neurite outgrowth [19,21,23,53]. This suggests that their functions may be truly intrinsic to this process. However genes such as neuropeptide Y (Npy), growth arrest and DNA damage inducible protein 45 (Gadd45A), arginase 1 (Arg1), and protein tyrosine phosphatase 4a1, all of which are upregulated during *in vivo *regeneration, are down-regulated over time during outgrowth by embryonic SCG and DRG [19,21-23,53-56]. This suggests that upregulation of these genes may not be an absolute requirement for neurite outgrowth or regeneration. Thus the present data not only suggests additional outgrowth-associated genes, but may also suggest which *in vivo *changes are intrinsic to neurite extension, and which may be the result of the extrinsic environment or synaptic interactions.

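Isl1, a transcription factor of sensory and sympathetic neurons, had a log2 intensity of 13.5 in the DRG pool, 13.5 at 2 h and 12.4 at 40 h, and fell by 1.17 between 2 h and 40 h (SE 0.14, adjusted p = 0.00275 from limma, n = 2 arrays per time point). Lysozyme (Lyz2), a product of macrophages, was at 4.80 in the pool, 4.67 at 2 h, 7.01 at 12 h and 9.76 at 40 h, and rose by 5.09 (SE 0.23, adjusted p = 1.10e-04 from limma). Over the 25 called genes of the in vivo list, the sign of the change between 2 h and 40 h was that of the in vivo studies in 12 and the opposite in 11, while the in vivo studies were mixed for 2 (p = 1 by an exact binomial test, two-sided). Of the 12, 8 were higher in both settings and 4 were lower in both. This sign leaves out the pool and the time points between, and most of the 25 did not pass the contrast of 40 h with 2 h. At an adjusted p under 0.05 for 40 h against 2 h, 4 went as in vivo and 3 against, but several of these 7 rested on few arrays: the call on Scn10a was lost when any 1 of 9 mock arrays was left out (adjusted p up to 0.171), that on Nefh when any 1 of 6 was (adjusted p up to 0.189), that on Gadd45a without either of 2 (adjusted p up to 0.126), and that on Apod without mock 2 h replicate 2 (adjusted p = 0.0518).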

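Gadd45a, a gene induced by DNA damage, fell by 1.53 on the log2 scale between 2 h and 40 h in DRG (SE 0.29, adjusted p = 0.0186 from limma), a call lost without mock 40 h replicate 1 (adjusted p = 0.0969) or mock 2 h replicate 2 (adjusted p = 0.126). Neuropeptide Y (Npy) was at 6.71 in the pool, 6.70 at 2 h and 5.40 at 40 h, a difference of -1.29 (SE 0.40, adjusted p = 0.102 from limma), and was called by the quadratic criteria (2.64-fold, p = 0.00506, n = 10 arrays). Arginase 1 (Arg1), an enzyme of arginine breakdown, was dim throughout, at 3.25 at 2 h and 2.21 at 40 h (adjusted p = 0.198 from limma), with a quadratic p of 0.0241 (n = 10 arrays) and a change of 2.96-fold. By the sign of 40 h against 2 h, 8 of all 25 called genes of the in vivo list were higher in vivo and lower in culture. By the same sign, 3 were lower in vivo and higher in culture. The sign can miss the change that was called. Ripk3, counted among the 8 at -0.44, was at 3.23 in the pool, 5.36 at 12 h and 2.52 at 40 h. Adcyap1, counted as higher in both at 0.19 (adjusted p = 0.880 from limma), was lowest at 12 h, at 8.23. No values are given for protein tyrosine phosphatase 4a1, because its probeset carries several gene symbols, but that probeset is counted among the 25 and the 8.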

In addition to these 34 genes changed both *in vivo *and *in vitro*, there were also 32 regeneration-associated genes present but not changed significantly *in vitro *(see Additional file 2 – Meta-analysis table). These 32 genes are generally of low intensity, with a median intensity value of 5.1 in DRG and 5.65 in SCG, as compared to a median intensity of 8.4 in DRG or 9.1 in SCG for the 34 regeneration- and *in vitro *outgrowth-associated genes. These 32 genes include those functioning mainly in mature neurons (such as galanin and receptors for benzodiazepine, serotonin, or glutamate) or in non-neuronal cells (such as glial fibrillary acidic protein (GFAP) or the glial high affinity glutamate transporter Slc1a3). 

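In the 10 mock-transfected DRG arrays, the 32 genes that the study lists as not changed had a median log2 intensity of 5.57 and the 34 genes that it lists as changed a median of 8.34. The difference of 2.78 had p = 0.00503 by a two-sided permutation test over 100000 permutations. Of the 32 genes, 17 had a median below 6, against 6 of the 34, and the middle of all probesets was 7.50. Over all 21 DRG arrays the medians were 5.56 and 8.27. The 2 groups were defined by the study from changes on these arrays and on those of SCG, so the groups and the intensities share samples.

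**Figure D2:**
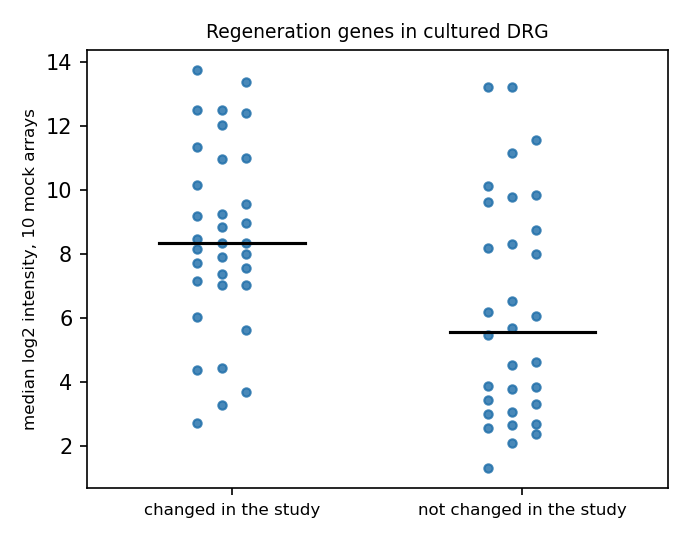
Median log2 intensity over the 10 mock-transfected DRG arrays of each regeneration-associated gene, with 1 point per gene and a black line at the median of each group. The 34 genes listed as changed have a median of 8.34 and the 32 listed as not changed a median of 5.57, and the ranges of the groups overlap.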

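The glial genes were dim in mock-transfected DRG: Gfap had a median log2 intensity of 6.06 and Slc1a3 of 5.45. Tspo, the peripheral benzodiazepine receptor, had 6.19. Galanin (Gal), a neuropeptide, had a median of 11.1, which lay at percentile 90.4 of all probesets. The serotonin receptor Htr3a had 8.30 and the glutamate receptor subunit Gria2 8.17, both above the middle of all probesets. None of the 6 genes was called over time by the quadratic criteria, with p from 0.108 for Gria2 to 0.932 for Gfap from limma.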

The lack of significant change for these transcripts *in vitro *is difficult to interpret, since low intensity may reflect alternatively active repression or a low expression level in the growing cells.

The two groups of genes from the meta-analysis encompass two possible patterns of gene expression in explants undergoing outgrowth *in vitro *– first, the up- or down-regulation of transcripts from a starting level, and second, the failure to up or down-regulate a given set of transcripts. A third possibility is that genes highly expressed in developing neurons *in vivo *would be required and/or maintained at a high level of expression during outgrowth *in vitro*. These genes would not appear to be upregulated over time, and would thus not be captured by our previous analyses. 

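Median log2 intensities of the 9116 genes were taken over the 10 mock-transfected DRG arrays, and their 95th percentile was 12.03, which 456 genes reached. For the 325 DRG entries of the paper's table of highest intensities, the median computed from these arrays differed from the paper's value by a median of 1.00e-04, and 315 of the 325 lay at or above that percentile. Over all 21 DRG arrays, 447 of the 456 genes were again in the top 5%. Intensity also depends on the probes of a probeset, so it ranks genes only roughly by expression.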

Since microarray hybridization intensity usually scales with increasing expression levels, we calculated a median intensity value for each gene in the DRG-SCG dataset as a relative measure of expression. The intensity values were plotted against each other, revealing a linear relationship (r = 0.767) (Figure 2B). Thus many genes are expressed at similar levels in both tissues. For instance, within the top 2% highest intensity genes, more than half (71%) are highly expressed in both DRG and SCG.

Upon examination of the genes identified in this highest intensity, most highly expressed group of transcripts, we found many genes previously linked to regeneration (see Additional file 2 – Top 5% intersection table). These include several of the best-known regeneration associated genes, including SCG10 (Stathmin 2), Gap43, Cap23 (also known as brain abundant membrane-attached signal protein 1, Basp1), and MARCKS [57-61]. 

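Genes linked to regeneration in a list written from general knowledge were frequent among the 456 DRG genes of highest intensity: 10 of 37 measured were there, where 1.85 would be by their share (adjusted p = 5.85e-05 by Fisher's exact test over the lists, two-sided). Heat shock genes had 7 of 22 in the top group (adjusted p = 3.53e-04), genes of the lysosome 8 of 52 (adjusted p = 0.0182), of the study's semaphorin pathway 8 of 57 (adjusted p = 0.0281), and of the unfolded protein response 6 of 36 (adjusted p = 0.0292). Markers of sensory neurons had 12 of 28 (adjusted p = 2.49e-08 by Fisher's exact test). The regeneration, semaphorin and sensory neuron lists share 7, 10 and 8 measured genes with the list of the axonal cytoskeleton, so these results are not independent of that list's. Of the 456 genes, 94 (20.6%) were called over time by the quadratic criteria, against 24.5% of the other genes.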

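Stathmin 2 (Stmn2) had a mean log2 intensity of 13.9 at 2 h and 13.7 at 40 h in DRG, with a difference of -0.17 (SE 0.13, adjusted p = 0.582 from limma). Gap43, a growth cone protein, stayed between 12.9 and 13.3, with a difference of -0.07 (SE 0.17, adjusted p = 0.953 from limma). Basp1 differed by -0.18 (SE 0.13, adjusted p = 0.522 from limma) from a mean of 13.6 at 2 h, and Marcks, a substrate of protein kinase C, by 0.20 (SE 0.23, adjusted p = 0.763 from limma) from 12.9. By the quadratic criteria Stmn2 was called (1.81-fold, p = 0.00360, n = 10 arrays), with its lowest mean of 13.01 at 12 h, and the other 3 were not. The list of 37 regeneration associated genes did not pass between 2 h and 40 h (1 higher, 1 lower, adjusted p = 0.541 by camera), the 1 higher being Cd44, a receptor for hyaluronan, at 1.20.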

Two other large categories of genes include proteins involved with ribosomal functions or cytoskeletal dynamics, both of which are relevant to the process of neurite outgrowth. 

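Ribosomal protein genes and genes of the axonal cytoskeleton were strongly represented among the DRG genes of highest intensity. Of 19 ribosomal protein genes measured, 16 were in the top 5%, where 0.950 would be by their share (adjusted p = 3.22e-17 by Fisher's exact test over the lists, two-sided), and of 42 cytoskeleton genes 20 were there (adjusted p = 1.89e-14). Splicing genes had 18 of 42 (adjusted p = 3.43e-12). Over time, the ribosomal genes had a median log2 change of -0.12 between 2 h and 40 h with 1 lower and none higher (the same count when adjusted over the list alone; adjusted p = 0.0159 by camera, and adjusted p = 0.441 with an estimated correlation), a call lost without mock 2 h replicate 2 (adjusted p = 0.172). The lower member was Rpl13a, at -0.98 (adjusted p = 0.0146 from limma), which did not pass without mock 2 h replicate 1 (adjusted p = 0.0599), mock 2 h replicate 2 (adjusted p = 0.0934) or mock 40 h replicate 1 (adjusted p = 0.0828).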

To quantify these observations, we used MAPPFinder to assess the over-representation of GO terms among the most highly expressed genes (shown in Figure 3B). Figure 3A illustrates several of these functional groups and notes which transcripts have been previously linked to regeneration [57-61]. Together, the meta-analysis and intensity-analysis confirm that gene expression patterns of neurite outgrowth *in vitro *incorporate many growth-competence genes associated with neurite regeneration *in vivo*, as well as pointing to potentially novel members of these groups for further study.

**Figure 3:**
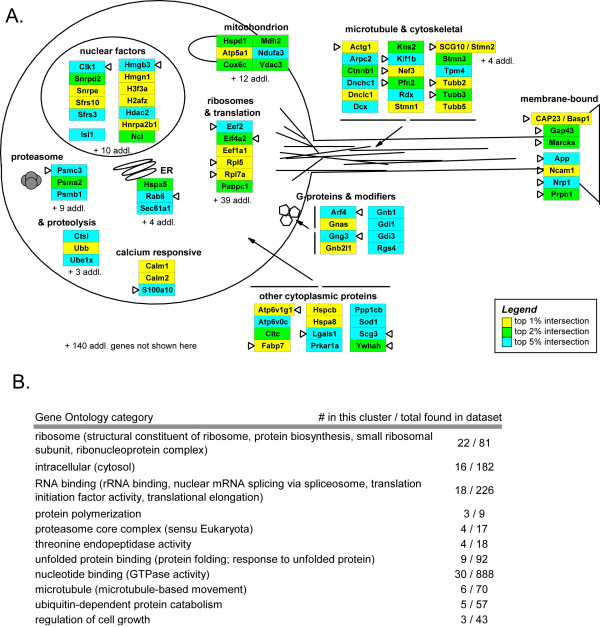
**Gene ontology categories for the genes most highly expressed in both SCG and DRG**. Major gene ontology categories for the genes most highly expressed in both SCG and DRG are colored by probe intensity (same color scheme as Figure 2B), including where available their cellular localization and prior evidence of association with regeneration (triangles). **(A) **Diagram of a neuron with localization of function for 82 of the 325 genes in the top 5% intersection of genes most highly expressed in both DRG and SCG. A triangle to the left of a transcript indicates a gene previously linked to regeneration (see references in text), and triangle to the right of a transcript indicates that another subunit or isoform of this gene was previously linked to regeneration. Gene names are listed in Additional file 2. **(B) **Lists the major Gene Ontology terms found by MAPPFinder for the top 2% intersection of both DRG and SCG expression levels. To the right of each GO term is the number of genes found in this group relative to the rest of the dataset. All observations had a Z-score > 2 and permuted-p ≤ 0.05. Terms in parentheses show related categories that were also significant, and those in bold had a p-value ≤ 0.05 after adjustment for multiple hypothesis testing.

### Validation of transcriptional patterns associated with neurite outgrowth

The Affymetrix microarray experiments described thus far identify expression changes in SCG and DRG cultures undergoing active neurite outgrowth. To validate these changes, both an alternative microarray platform and quantitative real-time RT-PCR (qPCR) were used. First, we used spotted DNA microarrays of the RIKEN 19 K release set to measure changes in both DRG and SCG samples (for details see Additional file 1 – Additional Methods). These analyses revealed similar patterns of gene expression change as found by Affymetrix arrays (data not shown). We compared the data for transcripts found on both platforms, and of the 2,632 probesets observed to change significantly in DRG during neurite outgrowth, 489 had representative cDNA probes represented in the RIKEN data. This subset of genes displayed an average Spearman correlation of 0.56 (interquartile range (IQR): 0.4, 0.7, 0.9) between the two platforms. For the 1,728 probesets changed significantly in SCG, 395 are represented in the RIKEN data, with an average Spearman correlation of 0.53 (IQR: 0.26, 0.71, 0.89). The positive correlations of these data are visually depicted on a gene-by-gene basis in Additional file 1 – Additional Figures 2A and 3A.

We also selected several genes for individual validation using qPCR with dual-labeled fluorescent hydrolysis probes. These genes were selected to include a wide range of fold changes detected by microarray (e.g. 1.8-fold increase for Gli2 in DRG, versus over 100-fold increase for crystallin alpha B in DRG), as well as to include transcripts potentially affected by the extrinsic cue Sema3A (see below). 

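On the DRG arrays, crystallin alpha B (Cryab) had a mean log2 intensity of 5.30 in the pool, 5.55 at 2 h, 8.44 at 5 h, 10.58 at 12 h, 12.25 at 24 h and 11.71 at 40 h, which is a change of 123.0-fold at most (p = 9.00e-06 in limma's quadratic model, n = 10 arrays). Leaving out mock 2 h replicate 2 made it 197-fold. Gli2 is not assessed here, because none of its probesets was assigned to it alone.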

The expression changes of all eight DRG genes selected for significant changes by microarray analysis were validated by qPCR (Table 1). Similarly, 4 out of 6 genes observed by microarray analysis to change significantly over time in SCG were validated by qPCR (Table 2). 

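The other DRG genes of Table 1 that could be assigned to a probeset changed over time by at least 1.5 fold with p at or below 0.05 in the quadratic model. Sparc, a matrix glycoprotein, rose by 2.25 on the log2 scale between 2 h and 40 h (SE 0.19, adjusted p = 7.66e-04 from limma), with a change of 4.77-fold over the time course. Collagen XVIII alpha 1 (Col18a1), a basement membrane collagen, changed by 4.31-fold on its probeset with the suffix s_at and by 4.61-fold on its other probeset. Contactin 3 (Cntn3), an adhesion molecule of neurons, rose by 1.20 (SE 0.17, adjusted p = 0.00578 from limma) and was highest at 40 h. Fdps, an enzyme of sterol and isoprenoid synthesis, fell by 1.27 (SE 0.21, adjusted p = 0.0127 from limma), a call lost without mock 2 h replicate 1 (adjusted p = 0.0576), mock 2 h replicate 2 (adjusted p = 0.0834) or mock 40 h replicate 1 (adjusted p = 0.0720). Tubb3, the neuronal beta tubulin, had p = 0.0398 in the quadratic model (n = 10 arrays) and a change of 1.65-fold, and its difference of -0.72 between 40 h and 2 h did not pass (SE 0.20, adjusted p = 0.0780 from limma) but did with the replicate number as a block (adjusted p = 0.0423).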

Figure 4 illustrates the time course of gene expression change in DRG (Figure 4A) and in SCG (Figure 4B) for those genes with significant change over time by both microarray and qPCR. Thus, we believe that many if not most of the changes identified by microarray analysis indeed reflect real changes in mRNA abundance in the two explant culture systems.

**Table 1:** Validation using quantitative real-time PCR (qPCR) of genes found to change significantly in DRG by microarray.

**Gene**	**Gene Title**	**Max. fold change by microarray^§^**	**Max. fold change by qPCR**	**p-value**
Cntn3	Contactin 3	2.6	11.0	0.007
Col18	Procollagen, type XVIII, alpha 1	4.3	8.1	0.0003
Cryab*	Crystallin, alpha B	123.0	42.5	<.0001
Fdps	Farnesyl diphosphate synthetase	2.4	2.0	<.0001
Gli2*	GLI-Kruppel family member GLI2	1.8	2.4	0.03**
Sparc	Secreted acidic cysteine rich glycoprotein	4.8	6.5	<.0001
Timp3*	Tissue inhibitor of metalloproteinase 3	2.6	3.6	0.003
Tubb3	Tubulin, beta 3	1.6	2.6	0.0002

p-value indicates significance of qPCR data for a quadratic model of change over time.

* Selection of these genes included probesets not part of the matched DRG-SCG dataset, as an additional screen for genes missed by these filters.

** Significance for this gene is for a linear model of change over time; this gene does not fit a quadratic model.

^§ ^Changes observed by microarray were statistically significant (quadratic model; p ≤ 0.05).

**Table 2:** Validation using quantitative real-time PCR (qPCR) of genes found to change significantly in SCG by microarray.

**Gene**	**Gene Title**	**Max. fold change by microarray^§^**	**Max. fold change by qPCR**	**p-value**
Col18	Procollagen, type XVIII, alpha 1	2.0	2.3	*0.59*
Fdps	Farnesyl diphosphate synthetase	1.8	2.3	0.05
Itga4	Integrin alpha 4	2.8	5.3	0.05**
L05*	RIKEN cDNA 1110035L05 gene	6.8	5.4	0.02
Ptprm	Receptor protein tyrosine phosphatase M	2.7	5.6	0.008
Timp3*	Tissue inhibitor of metalloproteinase 3	2.1	2.1	*0.25*

p-value indicates significance of qPCR data for a quadratic model of change over time. Italicized p-values for two genes indicate lack of statistical significance.

* Selection of these genes included probesets not part of the matched DRG-SCG dataset, as an additional screen for genes missed by these filters.

** Significance for this gene is for a linear model of change over time; this gene does not fit a quadratic model.

^§ ^Changes observed by microarray were statistically significant (quadratic model; p ≤ 0.05).

**Figure 4:**
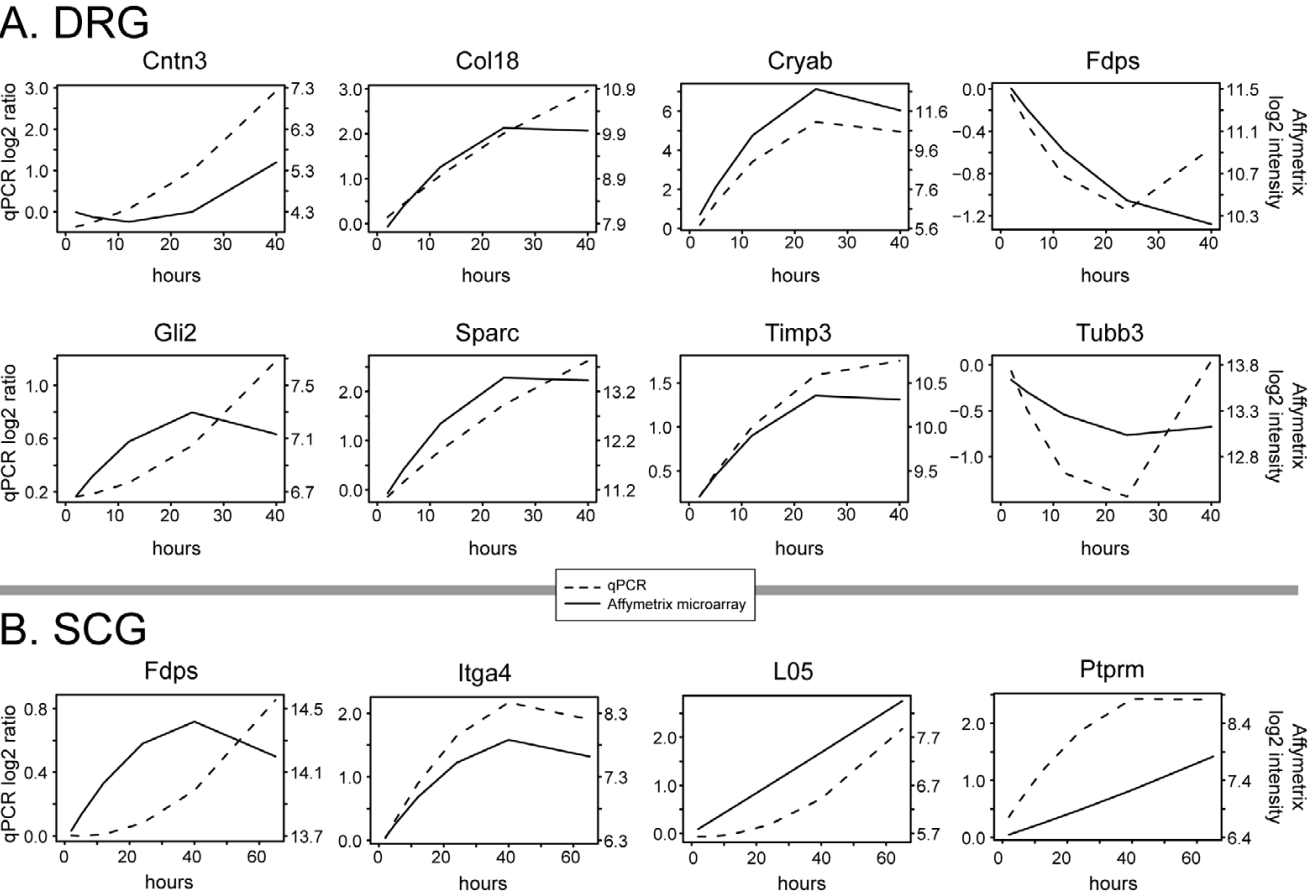
**Comparison of gene expression data by microarray analysis and qPCR**. Time course of gene expression change in DRG **(A) **and in SCG **(B) **for genes with statistically significant change by both microarray and qPCR (p ≤ 0.05; see Tables 1–2 for gene names and details). Solid lines plot the quadratic fit of Affymetrix intensity values over time, while the dashed line represents the quadratic fit of the qPCR log ratios. All data is expressed in a log_2 _scale. qPCR data are normalized to a common reference gene (Wdr4; see Methods for details) and plotted relative to the 2 hour starting point.

### Limited effects of Semaphorin 3A on transcription

Axon growth cones can exhibit dramatic changes in their morphologies, direction, and rate of growth in response to extrinsic protein cues encountered in the environment [62,63]. Semaphorin 3A (Sema3A) is one such diffusible axon guidance cue with potent repellent activity for both SCG and DRG neurons [63-65]. In addition, Sema3A has been demonstrated to affect local protein translation and axoplasmic transport, suggesting to us the possibility that Sema3A may interact with signaling cascades, including those that regulate gene transcription in the nucleus [27,66,67]. 

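The Sema3A comparison used the 10 arrays of DRG explants grown beside Sema3A-transfected Cos7 cells and the 10 beside mock-transfected cells, at the same 5 time points and with 2 replicates each. Sema3A is a secreted cue that repels these axons, and the Cos7 aggregate served as its source. The replicate number, a variable that the paper's methods name for DRG, was taken as the culture setup and entered as a term of the models. That term removes a constant shift between the setups and does not pair arrays by time point. A Sema3A array and the mock array of the same time point and replicate number form a pair. The pairs enter the main tests only as counts of direction, and forms with the pair as a block were added after the values were seen. An effect of Sema3A was tested with limma in a model of arm, hours, squared hours and the products of the hours with the arm, and the criteria of the paper were applied: p at or below 0.05 for the products of arm and hours, and at least a 1.5 fold difference between the means of the arms at a time point. A mean effect over the 5 time points was tested with limma in a model of arm, time point and replicate number, which is reported with the number of the 10 pairs that go its way. Sequencing depth does not apply to arrays, and 2 replicates per time point and arm limit the precision.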

As an approach to determining whether exposure to an extrinsic cue such as Sema3A can elicit changes in gene expression, we cultured explants in the presence or absence of a heterologous source of Sema3A for varying amounts of time, and carried out microarray analyses as described above.

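None of the mean differences between Sema3A and mock cultures of DRG passed correction, and the genes below are among those with the smallest p that went 1 way in at least 8 of 10 pairs. Bnc1, a zinc finger transcription factor, was lower with Sema3A by 1.07 on the log2 scale (SE 0.22, p = 1.58e-04 from limma, n = 20 arrays) and lower in all 10 pairs. Gtf3c2, a subunit of a general transcription factor of RNA polymerase III, was higher by 0.18 (SE 0.03, p = 1.11e-04 from limma, n = 20 arrays) in 10 of 10 pairs, and Smad1, a signal transducer of bone morphogenetic proteins, by 0.18 (SE 0.04, p = 4.31e-04 from limma) in 9 of 10. Hsp90b1 (0.17) and Csad (0.24) were higher in 10 of 10 pairs and Creb3l2 (0.32) in 9 of 10. After adjustment over 11268 probesets 0 passed in limma (smallest adjusted p = 0.892), and 418 had an unadjusted p under 0.05, of which 231 were higher and 187 lower, where 563.4 would be reached by chance. With each pair of arrays of the same time point and replicate number as a block, a form chosen after the values were seen, 809 had an unadjusted p under 0.05 and again 0 passed in limma (smallest adjusted p = 0.416). A mean effect of more than 1.5 fold was seen for 2 probesets, and the 418 became 646 without mock 5 h replicate 1 and 630 without replicate 2.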

In spite of a robust effect by Sema3A on the morphology of neurite outgrowth in both culture systems (see Additional file 1 – Additional Figure 1), we found relatively few genes showing robust differences in gene expression in explants cultured in the presence or absence of Sema3A. As a quantitative measure, a gene was operationally defined as Sema3A-affected if it showed a 1.5 fold or greater difference between control and Sema3A-treated samples at any one time point, as well as a p-value ≤ 0.05 by quadratic analysis. Using these criteria, we observed 74 probesets affected by Sema3A in DRG, and 249 probesets affected by Sema3A in SCG (see Additional file 2 – Sema3A effects table). 

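At p at or below 0.05 for the terms of Sema3A with time and at least a 1.5 fold difference at a time point, 52 probesets were called in DRG. Contactin 3 (Cntn3) had the smallest p of the genes named (p = 2.16e-04 from limma, n = 20 arrays). Fggy, a carbohydrate kinase gene, had p = 0.00588 (n = 20 arrays) and a largest difference of 1.71-fold, Adam23, which encodes a transmembrane protein of neurons, p = 0.00591 and 1.53-fold, and Apod, an apolipoprotein gene of glia, p = 0.0140 and 1.79-fold. Fggy and Adam23 were dim, without a log2 value of at least 5 in 2 or more arrays. Cntn3 was dim except in mock cultures at 40 h, where its mean was 5.51, against 4.12 to 4.31 at the earlier time points. With only probesets of at least 5 in 2 or more arrays, the smallest adjusted p from limma was 0.9999. The call on Apod was lost without mock 40 h replicate 2 (p = 0.132, n = 19 arrays), Sema3A 40 h replicate 2 (p = 0.0652) or all arrays of replicate 2 (p = 0.329, n = 10 arrays), and that on Adam23 without Sema3A 40 h replicate 2 (p = 0.0933), without replicate 2 (p = 0.300) and, its largest difference then being 0.49 on the log2 scale, without mock 40 h replicate 1. For Fggy, the largest difference of -0.77 turned to between 0.75 and 1.29 without mock 12 h replicate 2, mock 40 h replicate 2, Sema3A 2 h replicate 1, Sema3A 12 h replicate 1, Sema3A 24 h replicate 1 or Sema3A 40 h replicate 2, and the call was lost with no replicate block (p = 0.124, n = 20 arrays), with log2 hours (p = 0.0821), without Sema3A 40 h replicate 2 (p = 0.0755, n = 19 arrays), without replicate 2 (p = 0.115, n = 10 arrays) and with a fold of 2. A 1.5 fold difference at any time point was reached by 559 probesets and p at or below 0.05 by 176, and after adjustment 0 passed in limma (smallest adjusted p = 0.121). Of the paper's 74 probesets, all had at least a 1.5 fold difference at a time point here and 30 met the criterion on p, while 51 were called over time in mock-transfected cultures. Pairing the arrays of the same time point and replicate number changes these numbers: in forms tried after the values were seen, the pair as a random block called 124 probesets with 61 of the 74 (2 terms) or 152 with 73 (3 terms, the third being the arm itself), with 1 and 2 past the adjustment. The number rose when arrays were left out, to 130 without mock 40 h replicate 1, 132 without mock 24 h replicate 2, 99 without mock 40 h replicate 2, 102 without Sema3A 40 h replicate 1, 170 without replicate 1 and 128 without replicate 2, and it was 34 with no replicate block. After quantile normalization, and with a trended and robust prior, 1 probeset passed the adjustment.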

The magnitude of changes observed was subtle–for DRG probesets the median fold difference between control and Sema3A treated samples was 1.72 fold (IQR: 1.6, 1.72, 1.96; maximum 3.5), and for SCG probesets it was 1.76 fold (IQR: 1.6, 1.76, 2.04; maximum 4.68). 

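For the 52 called DRG probesets, the largest difference between mock and Sema3A cultures had a median of 1.71-fold, quartiles of 1.56-fold and 1.91-fold and a maximum of 2.81-fold, which became 17.5-fold without Sema3A 40 h replicate 2, 4.90-fold without mock 40 h replicate 2, 4.76-fold without Sema3A 24 h replicate 1, 4.24-fold without Sema3A 12 h replicate 1, 4.68-fold without replicate 1 and 5.26-fold without replicate 2. In 25 of the 52 the largest difference was towards higher and in 27 towards lower intensity with Sema3A. The paper's 74 probesets had a median of 1.72-fold here, with quartiles of 1.60-fold and 1.96-fold and a maximum of 3.50-fold.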

With just one exception, however, none of the genes selected for validation by qPCR were shown to be regulated by Sema3A in either DRG or SCG (see below).

Taking these data at face value, it is difficult to confirm or rule out the possibility that Sema3A induces any meaningful changes at the transcriptional level. We therefore reasoned that if Sema3A causes a significant and biologically-relevant effect on transcription, the most likely genes affected might encode proteins either directly in the semaphorin signaling pathway or otherwise known to be involved in cell signaling or cytoskeletal dynamics. To test this idea, a candidate list was compiled of genes previously described to be downstream of Sema3A or related guidance cues [64,68-70]. 

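Of 57 measured genes of the study's semaphorin pathway, 11 were called over time in mock-transfected DRG by the quadratic criteria and 0 with Sema3A by the criteria for its effect. The number expected over time from the share of all genes was 13.9 (p = 0.441 by Fisher's exact test, two-sided). Sema3b, a secreted semaphorin, rose by 4.30 on the log2 scale between 2 h and 40 h (SE 0.28, adjusted p = 3.06e-04 from limma), and the transcript of Sema3a itself was dim, at 3.65 at 2 h and 2.92 at 40 h (adjusted p = 0.0881 from limma, but adjusted p = 0.0318 with the replicate number as a block). In all, 4 of the 57 were higher and none was lower at 40 h (3 higher when adjusted over the list alone), and the list did not pass (adjusted p = 0.544 by camera), with a mean change above 0 while the test's direction was down. Of the 4, only Sema3b kept its call with each mock array left out in turn, and it was lost for Sema4d in 5 of the 10 cases (adjusted p up to 0.139), for Sema3e in 7 (up to 0.237) and for Rhoa in 3 (up to 0.0922).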

GenMAPP was used to analyze this pathway for effects found during neurite outgrowth or exposure to Sema3A, and this revealed many more genes affected by neurite outgrowth than by Sema3A (Figure 5). This approach failed to reveal any significant enrichment of Sema3A-affected genes in this group relative to their representation in the whole dataset. 

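In DRG, 45 genes were called with Sema3A, and 0.281 of them would be expected among the 57 semaphorin pathway genes, where 0 were found (p = 1 by Fisher's exact test, two-sided). With so few expected, a count of 0 could hardly differ from chance, so the test decides little about the pathway genes. As a list these genes had a median mean difference of -0.02 between Sema3A and mock cultures (adjusted p = 0.0956 by camera). A difference of at least 1.5 fold at a time point was reached by 1 of the 57, and the largest was 1.70-fold.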

The only two genes with potential Sema3A effects on this MAPP (Semaphorin 4D and Tubulin gamma 1) showed less than a 2-fold maximum difference between control and Sema3A-treated samples. 

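Semaphorin 4D (Sema4d), a transmembrane semaphorin, differed between mock and Sema3A cultures of DRG by 1.27-fold at most (p = 0.518 from limma for the terms of Sema3A with time, n = 20 arrays) and changed over time by 2.07-fold. Tubulin gamma 1 (Tubg1), a component of microtubule organizing centers, differed by 1.17-fold at most (p = 0.631 from limma, n = 20 arrays) and changed over time by 1.33-fold (p = 0.0829 in the quadratic model). Neither gene reached a 1.5 fold difference between the arms in DRG. The paper does not state here in which ganglia their potential effects were seen, and SCG cultures were not analysed here.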

We also analyzed a list of 360 guidance-related signaling molecules, including gene families and receptors for ephrins, netrins, transforming growth factor betas, neurotrophins, small GTP associated proteins, cadherins and other extracellular matrix molecules, protein kinases, and many other pathways [63,71-73]. Similar to Figure 5, GenMAPP analysis of this pathway revealed no significant enrichment of genes affected by Sema3A exposure (data not shown).

**Figure 5:**
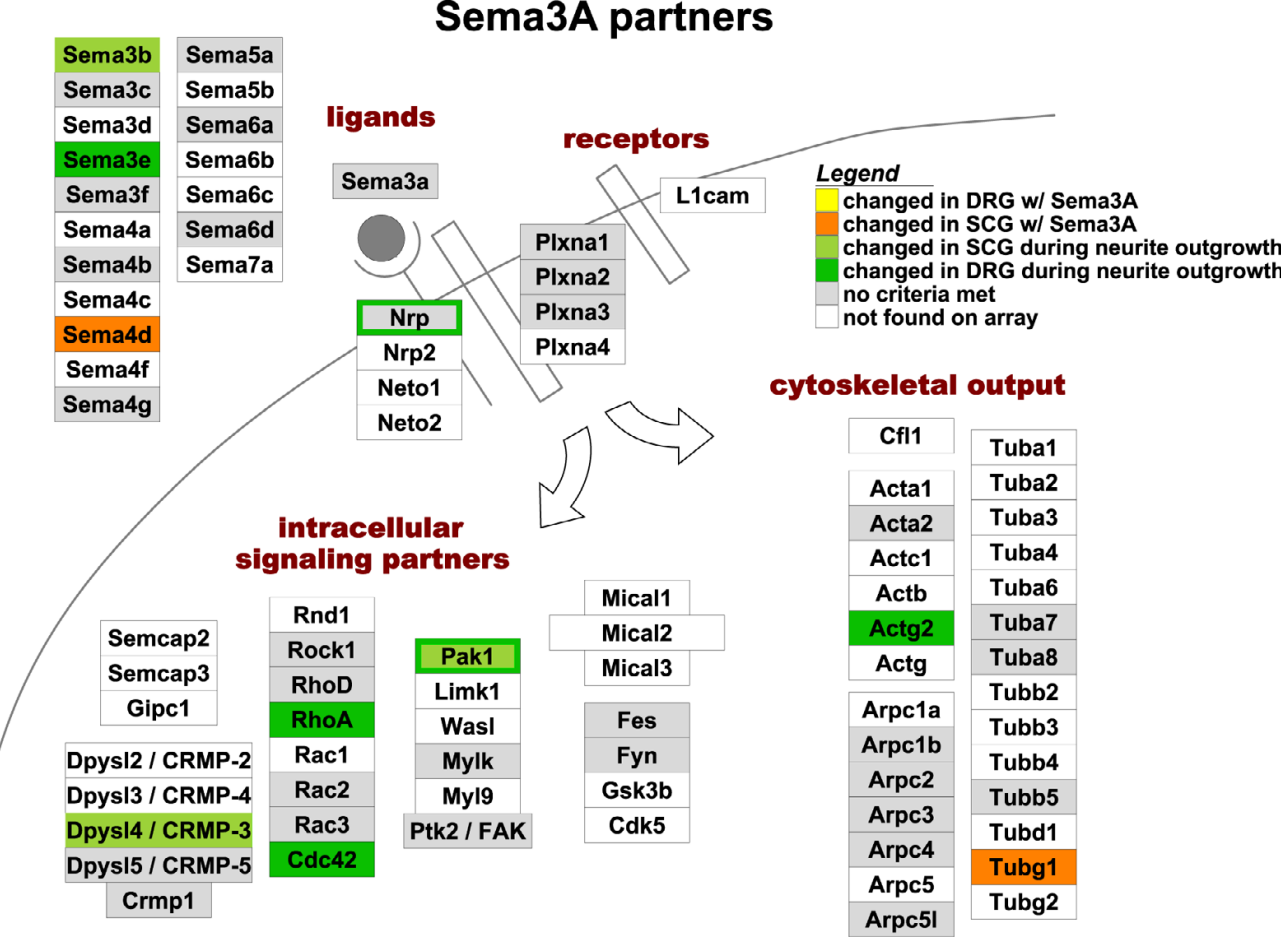
**Gene expression changes observed in Sema3A signaling pathway**. Model of Sema3A signaling pathway, colored by GenMAPP to depict under-representation of genes changed during Sema3A exposure, as compared to the number changed during neurite outgrowth *in vitro*. Criteria for changed genes are the same as for the microarray analysis. Genes on the MAPP include both validated interaction partners from the literature as well as their homologs. Gene names are listed in Additional file 2.

Quantitative PCR analysis was used to further investigate several potential Sema3A-affected transcripts found by microarray analysis. 

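On the DRG arrays, 2 of the genes of Table 3 met the criteria for a Sema3A effect, Cntn3 and Fdps. Cntn3 had a mean log2 intensity of 5.51 ± 0.23 (SD, n = 2) in mock and 4.41 ± 0.34 (SD, n = 2) in Sema3A cultures at 40 h, and a largest difference of 2.14-fold. Fdps, of isoprenoid synthesis, had 10.21 ± 0.20 (SD, n = 2) in mock and 9.42 ± 0.12 (SD, n = 2) in Sema3A cultures at 40 h. Its largest difference was 1.73-fold (p = 0.0281 from limma for the terms of Sema3A with time, n = 20 arrays). The call on Fdps was lost without mock 40 h replicate 2 (p = 0.147, n = 19 arrays), Sema3A 40 h replicate 1 (p = 0.111), Sema3A 40 h replicate 2 (p = 0.0599), all arrays of replicate 1 (p = 0.124, n = 10 arrays) or all of replicate 2 (p = 0.385). On its probeset with the suffix s_at, Col18a1 had 10.02 ± 0.23 (SD, n = 2) in mock and 10.68 ± 0.55 (SD, n = 2) in Sema3A cultures at 40 h. Its largest difference was 1.57-fold on that probeset (p = 0.144 from limma, n = 20 arrays) and 1.79-fold on the other (p = 0.140 from limma). With the pair of arrays of the same time point and replicate number as a random block, a form chosen after the values were seen, both probesets were called (p = 0.0355 and 0.0164 from limma, n = 20 arrays). Cryab differed by 1.51-fold (2.54-fold without mock 2 h replicate 1; p = 0.746 from limma, n = 20 arrays) and Sparc by 1.13-fold (p = 0.797 from limma).

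**Figure D3:**
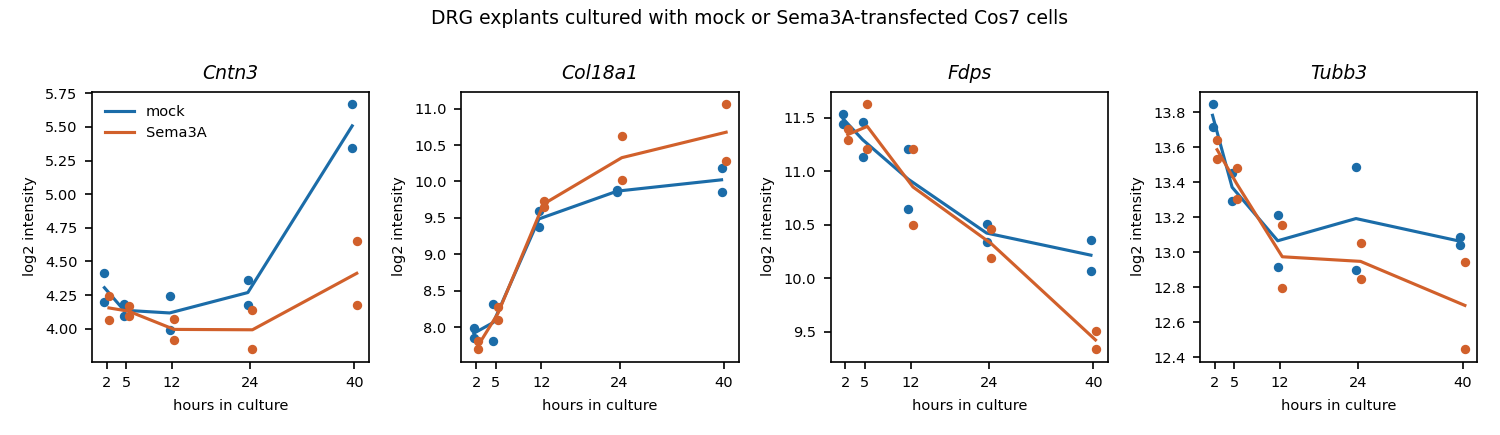
Log2 intensity of Cntn3, Col18a1 (the probeset with the suffix s_at), Fdps and Tubb3 on each DRG array against hours in culture, with points for arrays and lines for the means of the 2 replicates of mock-transfected and Sema3A cultures. At 40 h the mean of Cntn3 is 5.51 in mock and 4.41 in Sema3A cultures, and that of Fdps is 10.21 and 9.42.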

Measurement of a 2-fold change is near the detection limit of qPCR, so it is not surprising that for most genes analyzed, qPCR either did not reveal a substantial effect of Sema3A or else the effect was not statistically significant (Table 3 – DRG and Table 4 – SCG, see also Additional file 1 – Additional Figures 4 and 5). 

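Tubb3 was lower with Sema3A on the DRG arrays by a mean of -0.18 on the log2 scale over the 10 pairs (SE 0.07, unadjusted p = 0.0305 from limma), and was higher in 2 of the 10 pairs. Its largest difference at a time point was 1.29-fold, and the terms of Sema3A with time had p = 0.503 from limma (n = 20 arrays).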

The only gene for which a statistically significant Sema3A effect was observed by qPCR–of a maximum 1.7 fold change–was tubulin beta 3 (Tubb3) in DRG (Table 3). Since Tubb3 is a cytoskeletal component, its upregulation could indicate an effect of extrinsic cue signaling on the neuronal cytoskeleton. The lack of validation for the majority of Sema3A-affected genes indicates that changes observed by microarray are either within the level of noise, or that very subtle effects are masked by technical and biological variability in these assays. However qPCR confirmed that there are no large-scale effects of Sema3A at the transcriptional level. Taken together, our results suggest that effects of the extrinsic cue Sema3A on neurite outgrowth in SCG and DRG are not manifested at the transcriptional level, but rather are focused on biochemical changes at the level of receptors and other signaling molecules localized to axonal or cytoplasmic compartments of the cell.

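Between 2 h and 40 h the Sema3A cultures of DRG had 920 probesets higher and 686 lower at an adjusted p under 0.05 from limma, and 457 were higher and 307 lower in both arms, which share culture setups, and 0 were called in opposite directions. Of the 961 probesets called in mock cultures, 957 had the same sign with Sema3A, and the changes in the 2 arms correlated at r = 0.926 across probesets, which are not independent replicates. The 920 and 686 were 503 and 353 without Sema3A 2 h replicate 1, and 468 and 219 without Sema3A 2 h replicate 2. Matrix genes had a median log2 change of 1.51 in the Sema3A cultures (1.12 in mock), lysosome genes of 0.75 (0.73), endothelium markers of -0.33 (-0.88), cholesterol synthesis genes of -1.05 (-0.66) and cell cycle genes of 0.24 (-0.13), and these differences between the arms were not tested. The paper proposes that effects of Sema3A are not seen in transcription and lie instead in biochemical changes of receptors and other signaling molecules in axon and cytoplasm.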

**Table 3:** Quantitative real-time PCR (qPCR) does not support Sema3A-induced changes in DRG observed by microarray.

**Gene**	**Gene Title**	**Max. difference by microarray^§^**	**Max. difference by qPCR**	**p-value**
Cntn3	Contactin 3	2.1	2.6	*0.34*
Col18	Procollagen, type XVIII, alpha 1	1.6	2.5	*0.38*
Fdps	Farnesyl diphosphate synthetase	1.7	1.4	*0.18*
Gli2*	GLI-Kruppel family member GLI2	1.5	1.8	*0.66*
Tubb3	Tubulin, beta 3	1.3^†^	1.7	0.01

p-value indicates significance of qPCR data for a quadratic model of change over time. Italicized p-values indicate lack of statistical significance.

* Selection of these genes included probesets not part of the matched DRG-SCG dataset, as an additional screen for genes missed by these filters.

^§ ^Mock-Sema3A differences observed by microarray were statistically significant (quadratic model; p ≤ 0.05).

^† ^By microarray analysis, the mock-Sema3A differences observed for Tubb3 were not statistically significant.

**Table 4:** Quantitative real-time PCR (qPCR) does not support Sema3A-induced changes in SCG observed by microarray.

**Gene**	**Gene Title**	**Max. difference by microarray^§^**	**Max. difference by qPCR**	**p-value**
Col18	Procollagen, type XVIII, alpha 1	2.7	2.5	*0.66*
Cryab*	Crystallin, alpha B	2.5	2.2	*0.21*
Fdps	Farnesyl diphosphate synthetase	2.0	2.3	*0.22*
L05*	RIKEN cDNA 1110035L05 gene	4.3	1.5	*0.82*
Lmo4*	LIM domain only 4	2.1	1.6	*0.26*
Ptprm	Receptor protein tyrosine phosphatase M	2.7	2.8	*0.27*
Rce1	Ras and a-factor-converting enzyme 1 homolog	1.4	1.3	*0.77*
Timp3*	Tissue inhibitor of metalloproteinase 3	1.7	2.6	*0.18*
Unc119	unc-119 homolog	1.8	1.3	*0.95*
Uty*	Ubiquitously transcribed gene, Y chromosome	3.4	2.6	*0.33*

Italicized p-values indicates lack of statistical significance of qPCR data for a quadratic model of change over time.

* Selection of these genes included probesets not part of the matched DRG-SCG dataset, as an additional screen for genes missed by these filters.

^§ ^Mock-Sema3A differences observed by microarray were statistically significant (quadratic model; p ≤ 0.05).

## Discussion

### Comparing across *in vitro *models

We assessed the gene expression patterns of neurite outgrowth for two different neuronal populations over a wide range of time points. This comparative approach is advantageous because it reveals commonalities across divergent cell types of the peripheral nervous system. As expected for tissues serving different biological functions and isolated from different chronological ages, there are differences in gene expression between these two explant types. However of the genes that are actively engaged by neurite outgrowth in both SCG and DRG, there are more similarities in direction of change than divergences (see Figure 1 for illustration). These commonalities in gene expression are likely to be related to the similar activity undergone by these explants over time. The observation that so many genes are changing similarly in both neuronal tissue types suggests that these effects may be relevant to other neurons as well. The cluster of transcriptional regulators highlighted in this analysis demonstrates one such group of genes for future investigation.

### Sema3A does not elicit significant transcriptional changes

Previous data on the growth-cone collapsing effects of Sema3A, as well as its ability to affect axoplasmic transport, suggested to us that Sema3A could act at multiple levels, with local effects on growth cone morphology as well as downstream effects on the nucleus [27,28,63-67]. Other developmental guidance cues such as bone morphogenetic proteins, Sonic hedgehog, and wingless-related proteins have both transcriptional and local effects [71,74-86]. To address whether the gene expression patterns of neurite outgrowth or regeneration were affected by extrinsic factors such as Sema3A, we conducted parallel experiments with and without Sema3A in the culture environment. For this extrinsic cue, minimal changes in the number and magnitude of gene expression were observed, despite careful scrutiny of both individual genes and a systematic search for pathway-level effects. 

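Tested as lists in DRG by camera at its preset correlation, matrix and cell cycle genes were slightly higher in Sema3A than in mock cultures. Cholesterol synthesis, sensory neuron and axonal cytoskeleton genes were slightly lower by the same test. With an estimated correlation, 0 of the 32 lists passed. Extracellular matrix genes had a median mean difference of 0.10 on the log2 scale over the 10 pairs (adjusted p = 8.13e-07 by camera, and adjusted p = 0.342 with an estimated correlation). All 16 genes of cholesterol synthesis were lower, with a median of -0.15 (adjusted p = 6.26e-06 by camera, and adjusted p = 0.598 with an estimated correlation). Sensory neuron markers had a median of -0.07 (adjusted p = 3.03e-04 by camera) and cytoskeleton genes of -0.04 (adjusted p = 5.28e-04 by camera), each with adjusted p = 0.598 with an estimated correlation. These lists share 8 measured genes, so they are not separate results. Cell cycle genes had a median of 0.06 (adjusted p = 0.00681, and adjusted p = 0.851 with an estimated correlation), a call lost without mock 40 h replicate 1 (adjusted p = 0.566), mock 5 h replicate 2 (adjusted p = 0.547), mock 12 h replicate 2 (adjusted p = 0.203), Sema3A 5 h replicate 1 (adjusted p = 0.117), Sema3A 12 h replicate 2 (adjusted p = 0.0531) or Sema3A 40 h replicate 2 (adjusted p = 0.158). None of the 32 lists had a member past the test over all probesets, and when adjusted over the list alone 2 genes passed, Smad1 among the regeneration associated genes and Egr1 among the study's early genes. The other 27 lists did not pass, although 2 of them did with each pair of arrays of the same time point and replicate number as a block, a form chosen after the values were seen: fibroblast and mesenchyme markers, higher (adjusted p = 0.0411), and synapse genes, lower (adjusted p = 0.0448).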

We were unable to experimentally validate any of the Sema3A-related changes observed by microarray. Although we cannot rule out the possibility that we missed other effects due to experimental limitations (e.g. changes in a gene not on our microarrays, at another time point, or below the level of detection), our results nonetheless suggest that the inhibitory effects of Sema3A at sites of injury and regeneration *in vivo *are mediated locally and not via transcriptional changes in the responding cells.

### Parallels and insights for *in vivo *regeneration

To discern potentially important candidates within the genes commonly affected during outgrowth by SCG and DRG, we compared our data to several previously published studies of neurite regeneration *in vivo*. This analysis revealed commonalities between neurite outgrowth *in vitro *and regeneration *in vivo*, and it also revealed differences between those two. The genes affected in both cases are logically the ones that are most likely to be involved in both processes. Among the differences, it is expected that some transcripts expressed and affected in adult models of regeneration are particular to mature neurons with functional synaptic connections, and that others are due to interactions with the inflammatory and inhibitory extracellular environment after injury. Our data facilitates the interpretation of *in vivo *data because it provides an opportunity to focus on genes involved in growth competence, in the absence of reactions to loss of synaptic input and to the extracellular environment of injury.

The differences observed between gene expression patterns of *in vivo *regeneration and *in vitro *outgrowth fall into two main categories. First, there are genes that are present on the array platforms used, but that have a low intensity signal that does not appear to change over time. Examples of this group included galanin, GFAP, and receptors for benzodiazepine, serotonin, or glutamate. Interpretation of this group is difficult, because a failure to observe a strong signal may indicate either poor signal detection by the array probes, or may indicate meaningful transcript absence or repression in these cultures.

A second category of differences between *in vivo *regeneration and *in vitro *outgrowth yields more insights. In this group of regeneration-associated genes, the transcripts are observed to change during *in vitro *outgrowth, but the directionality of change is different. For instance, genes that are commonly upregulated in regeneration models but that are down-regulated during *in vitro *outgrowth include arginase 1, Npy, and Gadd45A [10,19,21-23,55,56]. The observation that these transcripts change over time in our cultures indicates that their expression is being regulated in these models, and it also suggests that their upregulation (as observed after adult injury *in vivo*) is not required for neurite regrowth by DRG or SCG neurons *in vitro*. Since our models use an extrinsically controlled *in vitro *environment, these observations suggest that the changes observed in these transcripts after injury *in vivo *may have more to do with responses to inhibitory aspects of the *in vivo *environment or to interactions with other cell types in the regenerating areas, rather than with neurite outgrowth.

Finally, the process of extending neurites, which is common to both regeneration *in vivo *and outgrowth *in vitro*, suggests that there may be commonalities in the gene expression programs involved. This was confirmed in part by our meta-analysis comparison of several regeneration models *in vivo *to the genes changed during outgrowth *in vitro*. Similar up- or down-regulation was observed for genes including lysozyme, secretogranin 2, and the transcription factors 1sl1 and Atf3. Additional commonalities were revealed by a comparison of the genes most highly expressed in both explant models (Figure 2B, see also Additional file 2). As described earlier, embryonic neurons are already growth competent in their gene expression patterns, and thus may already express certain regeneration-associated genes at the time of dissection. A number of the genes most highly expressed in both explant types, such as GAP43, CAP23/BASP1, and SCG10, as well as others listed above, are well documented for their roles in regeneration [57-61]. This group of genes that are highly expressed and maintained in these embryonic explants may thus be a window into potential regeneration-associated genes. These candidates may be ideal for further investigation as regeneration-promoting genes, for instance by testing their ability to stimulate neurite outgrowth of adult neurons as was demonstrated for GAP43 and CAP23/BASP1 [8,9].

## Conclusion

By investigating intrinsic transcriptional activity in DRG and SCG as two distinct *in vitro *models of neurite outgrowth, we have demonstrated commonalities in gene expression relevant to this process. In addition, through a meta-analysis comparison of these results to several large-scale studies of gene expression during regeneration *in vivo*, we have discerned that many transcripts affected *in vivo *are also highly expressed or changed during outgrowth *in vitro*. Together these results demonstrate the usefulness of our *in vitro *models in identifying programs of gene expression intrinsic to regenerating neurons. We also found that despite its potent effects as an inhibitory extrinsic cue and potential for retrograde signaling, Sema3A does not appear to significantly affect the intrinsic transcriptional activities involved in neurite outgrowth. Thus, the robust effects of semaphorin signaling on axon growth cone guidance are most likely restricted to local mechanisms not involving changes in gene expression in the nucleus. Our analyses present several groups of genes relevant for future testing of potential roles in neurite outgrowth or regeneration.

## Methods

### Cell culture

For each culture, embryonic explants were dissected from two litters of outbred CD1 mice of either embryonic day 13 (E13) for SCG or E12 for DRG. Collagen drop cultures were as per published methods [87,88], using either commercial rat tail collagen (BD Biosciences, San Jose, CA) or rat tail collagen prepared as per Guthrie and Lumsden [89]. After dissection, two to four explants were embedded in a collagen sandwich with an aggregate of Cos7 cells. Culture medium for SCG consisted of D-MEM/F-12 medium with 100 U/ml penicillin/streptomycin (P/S), 2 mM L-Glutamine (all Invitrogen, Carlsbad, CA), 1 mg/ml bovine albumin, and 25 ng/ml of NGF-7S (both Sigma, St. Louis, MO). Culture medium for DRG consisted of 1:1 F-12 and Opti-MEM I, 0.5% heat-inactivated horse serum, 2 mM GlutaMAX, 100 U/ml P/S, 40 mM glucose, and 25 ng/ml NGF.

The Cos7 cells were either mock-transfected or transiently transfected with 5 μg Sema3A plasmid [90], using Lipofectamine 2000 (Invitrogen) as per manufacturer's instructions. Cells were aggregated by hanging drop [91]. Semaphorin expression was confirmed by observation of outgrowth and axon repulsion in a parallel explant culture for each transfection.

### RNA isolation & amplification

A reference pool for microarray comparisons was created by dissecting explants as above, and transferring tissues to Trizol RNA isolation reagent (Invitrogen) without culturing. For SCG, 42 ganglia (from four litters) were collected into four samples. For DRG, 94 ganglia (from three litters) were collected into six samples. RNA was isolated from these samples and quantitated as below.

Cultured DRG or SCG were harvested into Trizol at 2, 5, 12, 24, 40, and 65 hours (final time point for SCG only). RNA was isolated as per Invitrogen protocol, treated with RNase-free DNase (Promega, Madison, WI), cleaned via Zymo-RNA column (ZYMO Research, Orange, CA), and quantitated by Ribogreen assay (Molecular Probes/Invitrogen). For DRG samples, all five time points of each replicate were collected consecutively from one culture setup, making them continuous replicates. SCG sample tissue was more limited, and therefore the microarray replicates are discontinuous, composed of intermingled time points from multiple culture setups. For the Taqman analysis where it was feasible to use less RNA, two new SCG replicates were collected as consecutive replicates. Two biological replicates for each tissue type were collected for hybridization to Affymetrix arrays. One of these and two additional biological replicates were used for quantitative RT-PCR analysis.

For each microarray sample, 50–500 ng of total RNA was amplified using a modified Eberwine procedure [92,93]. 200 ng of T7-oligo dT primer was added to each (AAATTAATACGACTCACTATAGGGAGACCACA(T)21)). A 20 μl reverse transcription reaction was carried out for each sample using Superscript III (SSIII; Invitrogen) as per manufacturer's protocol, with reaction time extended to 16 hours. Second strand cDNA synthesis utilized DNA ligase, DNA polymerase I holoenzyme (both New England Biolabs, Ipswich, MA), dNTPs, and second strand buffer (Invitrogen) for 2–6 hours at 16 degrees C. cDNA was isolated by phenol chloroform extraction and precipitated. cRNA was produced from cDNA with an Ambion T7 Megascript kit, and collected via Qiagen RNeasy column. RNA was quantitated by spectrophotometer and gel electrophoresis. This cRNA was used directly for cDNA labeling for spotted microarrays (see Additional file 1), or processed through a second round amplification for Affymetrix arrays.

Second round amplification followed the Affymetrix Small-Sample Target Labeling Assay Version II from step 6 onward. Biotin-labeled cRNA was made using the BioArray High Yield RNA Transcript Labeling kit (Enzo Diagnostics, Farmingdale, NY) and eluted by RNeasy column. cRNA was fragmented according to Affymetrix protocol. All SCG samples were hybridized to Affymetrix MG-U74v2 A and B arrays, and DRG samples were hybridized to MOE430A arrays. All hybridizations were performed via Affymetrix protocols at the Stanford Protein and Nucleic Acid Biotechnology Facility.

### Image analysis and normalization

Affymetrix array hybridization files (.cel, .exp, and .dat) were uploaded to Genetraffic Uno (Iobion, La Jolla, CA). Since SCG and DRG samples used two different series of Affymetrix arrays, the data for each was extracted separately. gcrma (version 1.1) was used to extract data [94-96]. To balance the median array intensity between array platforms, a constant value of 1.83 was added to the logged intensity values for the SCG (MG-U74v2) arrays. All files were quality assessed with the Affy and AffyExtensions packages for Bioconductor in R [97], and no chips were excluded for quality reasons. Based on Affymetrix probeset descriptions and the disproportionate number of low-intensity probesets in these categories, probesets annotated as incomplete (i), rules dropped (r), or cross-hybridizing (x) were excluded. Data for each group of arrays was baselined to the appropriate (SCG or DRG) acutely-dissected reference pool. This facilitated comparison between Affymetrix platforms as well as to spotted microarray data.

The Affymetrix same-species best-match comparison spreadsheet was used to match probe sets between platforms used for SCG and DRG hybridizations. Due to redundancies in the older array design, multiple probe sets on the U74v2 arrays have the same best match in the 430A design. For these cases, the Affymetrix probe descriptions were used to determine a single best match, by selecting if possible the probeset match without any annotation qualifier, followed in decreasing preference those with g, f, or s annotations. The final dataset included 11,268 probesets matched across platforms; (see Additional file 3 these were used for all further analysis.

### Statistical analysis

gcrma-normalized data from SCG and DRG were analyzed separately to determine if changes in gene expression over time were statistically significant. The limma package in R was used to test if changes in gene expression over time fit a quadratic or linear model [98]. Data was used for clustering and further analysis if the p value of a moderated F statistic for either model was ≤ 0.05, and the maximum fold change over time (between any two time points) was at least 1.5 [99]. A false discovery rate (FDR) test was run as well, but results of the FDR were not used in filtering data for clustering or further analysis. To analyze effects of Sema3A, a quadratic model testing for the interaction of time and treatment was used. For neurite outgrowth, a one-arm model was used. For analysis of Sema3A effects, a two-arm model was used to include the effect of treatment. In the DRG data, a replicate variable was also included, because the samples were biologically continuous. Regression analysis, including both quadratic and linear effects, was used to test the significance of changes over time and with Sema3A treatment in the qPCR data, after data extraction as described below.

### Clustering, annotation, and visualization

Microarray data were clustered using the clustering algorithm Hierarchical Ordered Partitioning and Collapsing Hybrid (HOPACH) [29], using the cosine angle metric (uncentered correlation). Clusters were visualized in Java Treeview 1.0.4 after sorting by the HOPACH final order. Visualization of the time course of expression for individual genes was done using a plotting function in R.

To annotate the biological functions of HOPACH clusters, we used Gene Map Annotator and Pathway Profiler (GenMAPP) [31,32]. For this purpose, the main order clusters (called sub-clusters here) provided by HOPACH were used, rather than the final-order clusters that are essentially unique for every gene. Each HOPACH cluster list was used to create a gene expression database in GenMAPP, with first or second level HOPACH cluster numbers as filter criteria (see for example Additional file 4). MAPPFinder was used to search for over-representation of Gene Ontology (GO) terms [33,34] in each cluster. Significant biological associations were indicated if three or more genes in a given GO term were changed, with a permuted p value ≤ 0.05. Instances where the adjusted p value (adjusted for multiple hypothesis testing) were also less than 0.05 are noted.

### Matching to published data on in vivo regeneration models

From Costigan et al. we extracted 187 unique genes significantly regulated at least 1.5 fold in DRG, at three days after sciatic nerve axotomy [21]. Changes were analyzed in L4 and L5 (lumbar) DRG on the side ipsilateral to the injury, and compared to uninjured DRG from the opposite side. Hybridization was done using Affymetrix Rat U34A arrays.

From Xiao et al. we extracted 88 unique genes significantly regulated at least 2 fold in DRG, at two days after sciatic nerve axotomy [23]. Changes were analyzed in L4 and L5 DRG of lesioned animals versus non-lesioned animals. Hybridization was done using cDNA array membranes of their own production, as well as CLONTECH Atlas arrays.

From Boeshore et al. we extracted 248 unique genes significantly regulated at least 2 fold in SCG, at two days after axotomy of the internal and external carotid nerves [19]. Changes were analyzed in SCGs of lesioned animals versus sham-operated animals. Hybridization was done using Affymetrix Rat U34A arrays.

Accession numbers for Xiao et al. were annotated using Stanford SOURCE to provide an Entrez Gene ID [100]. Entrez Gene IDs for the other studies were extracted from Affymetrix Rat U34A annotations. Duplicate probeset-Entrez Gene matches and probesets with no Entrez Gene ID were excluded. Mouse Entrez Gene IDs for our data came from Affymetrix MOE430 annotation. NCBI's Homologene database was used to match rat and mouse orthologs. A Matlab script by Jeremy Heil was used for proportional Venn diagrams.

### Real-time RT-PCR validation

For each gene of interest, sequence data was compared from NCBI's Unigene, Entrez Gene (formerly Locuslink) resources, and Ensembl [101,102]. Whenever possible, primer-probe pairs were designed to span an intron of 1500 or more base pairs. Primers and Taqman (Applied Biosystems, Foster City, CA) probes were selected using Primer Express 2.0.0 (Applied Biosystems) and DSGene 1.5 (Accelrys, San Diego, CA). The average amplicon size was 100 base pairs. Primer and probe sequences are listed in Additional file 2, along with the NCBI Refseq for each gene.

Unamplified total RNA was used for quantitative real-time RT-PCR (qPCR) validation, as per Applied Biosystems protocols. Two of the three biological replicates were independent of those used for the Affymetrix arrays. Briefly, 50 ng of total RNA was primed with random hexamers and reverse transcribed with SSIII as above. Each reaction was aliquotted and a 1/20 dilution used as a template for qPCR. qPCR used Platinum Taq (Invitrogen) with recommended buffer and dNTP concentrations, and were run in an MJ Opticon Monitor.

Expression was normalized by the comparative threshold cycle method [103] using one of two reference genes, Stathmin 2 (Stmn2/SCG10) or WD repeat domain 4 (Wdr4). For each sample, the threshold cycle of detection was normalized to a parallel loading control of the reference gene. This was then calibrated to the 2 hour time point, which was set to zero. All time points for a given replicate were handled in parallel.

#### Data accessibility

The gene expression data described here are accessible through GEO Series accession number GSE9744.

## Authors' contributions

MLS contributed to conception of the study, conducted all experiments, and drafted the manuscript. KV participated in design of the study and performed the statistical analyses shown here. YCT and TPS provided additional statistical analyses and input on the design of the study. CG and JN contributed to the conception of the study and participated in its design and execution. All authors contributed to and approved the final manuscript.

## Supplementary Material

Additional file 1 **Additional Figures and Additional Methods**. Contains Additional Figures 1–5, figure legends and Additional Methods. Click here for file

Additional file 2 **Abbreviations**. Lists the abbreviations and corresponding gene names used in the Sema3A pathway of Figure 4 and in the annotation of regeneration-associated genes (shown on Figure 1 and in Additional file 1). **Meta-analysis**. Lists the genes extracted from the meta-analysis of our data with three published studies of genes changed during *in vivo *neurite regeneration. The table indicates where matching probesets were found in the present data, as well as if those genes were significantly changed in the present study. **Top 5% intersection**. Lists the top 5%, 2% and 1% intersection of genes with the highest intensity, or expression level, in both DRG and SCG. The table includes the median intensity for each gene in DRG and SCG, as well as the Affymetrix probeset for each gene. **Q-RT-PCR**. Lists the genes used for qRT-PCR analysis, the main reference sequence from NCBI used to design each set of primers, and the sequences of each forward, probe, and reverse primer. The table also lists the Affymetrix probesets matching each of these genes. **Sema3A effects**. Lists the genes observed by microarray to be significantly affected by exposure to Sema3A. The table includes the maximum fold difference after Sema3A exposure, as well as the quadratic analysis p-value for significance of this difference. Click here for file

Additional file 3 **DRG-SCG dataset**. Lists all 11,268 probe sets found in the DRG-SCG dataset, along with relevant annotation and microarray data. Statistics and measures of maximum change over time are listed for all genes. This list contains the data and criteria used to generate HOPACH clusters and GenMAPP filters. Click here for file

Additional file 4 **DRG SCG gMAPP.gex**. GenMAPP expression database of the 712 genes jointly affected during neurite outgrowth by DRG and SCG. Includes HOPACH cluster levels and other criteria for analyzing and visualizing affected genes and pathways in GenMAPP. GenMAPP software is available online [104]. Click here for file

## References

[B1] Bulsara KR, Iskandar BJ, Villavicencio AT, Skene JH (2002). A new millenium for spinal cord regeneration: growth-associated genes. Spine.

[B2] Smith DS, Skene JH (1997). A transcription-dependent switch controls competence of adult neurons for distinct modes of axon growth. J Neurosci.

[B3] Teng FY, Tang BL (2006). Axonal regeneration in adult CNS neurons--signaling molecules and pathways. J Neurochem.

[B4] Richardson PM, Issa VM (1984). Peripheral injury enhances central regeneration of primary sensory neurones. Nature.

[B5] Neumann S, Woolf CJ (1999). Regeneration of dorsal column fibers into and beyond the lesion site following adult spinal cord injury. Neuron.

[B6] Seijffers R, Allchorne AJ, Woolf CJ (2006). The transcription factor ATF-3 promotes neurite outgrowth. Mol Cell Neurosci.

[B7] Seijffers R, Mills CD, Woolf CJ (2007). ATF3 increases the intrinsic growth state of DRG neurons to enhance peripheral nerve regeneration. J Neurosci.

[B8] Buffo A, Holtmaat AJ, Savio T, Verbeek JS, Oberdick J, Oestreicher AB, Gispen WH, Verhaagen J, Rossi F, Strata P (1997). Targeted overexpression of the neurite growth-associated protein B-50/GAP-43 in cerebellar Purkinje cells induces sprouting after axotomy but not axon regeneration into growth-permissive transplants. J Neurosci.

[B9] Bomze HM, Bulsara KR, Iskandar BJ, Caroni P, Skene JH (2001). Spinal axon regeneration evoked by replacing two growth cone proteins in adult neurons. Nat Neurosci.

[B10] Bonilla IE, Tanabe K, Strittmatter SM (2002). Small proline-rich repeat protein 1A is expressed by axotomized neurons and promotes axonal outgrowth. J Neurosci.

[B11] Caroni P (1998). Neuro-regeneration: plasticity for repair and adaptation. Essays Biochem.

[B12] Filbin MT (2003). Myelin-associated inhibitors of axonal regeneration in the adult mammalian CNS. Nat Rev Neurosci.

[B13] Pasterkamp RJ, Verhaagen J (2001). Emerging roles for semaphorins in neural regeneration. Brain Res Brain Res Rev.

[B14] Ng CE, Tang BL (2002). Nogos and the Nogo-66 receptor: factors inhibiting CNS neuron regeneration. J Neurosci Res.

[B15] Yiu G, He Z (2003). Signaling mechanisms of the myelin inhibitors of axon regeneration. Curr Opin Neurobiol.

[B16] Barnett SC, Riddell JS (2004). Olfactory ensheathing cells (OECs) and the treatment of CNS injury: advantages and possible caveats. J Anat.

[B17] Schwab ME (2002). Repairing the injured spinal cord. Science.

[B18] Chong MS, Woolf CJ, Turmaine M, Emson PC, Anderson PN (1996). Intrinsic versus extrinsic factors in determining the regeneration of the central processes of rat dorsal root ganglion neurons: the influence of a peripheral nerve graft. J Comp Neurol.

[B19] Boeshore KL, Schreiber RC, Vaccariello SA, Sachs HH, Salazar R, Lee J, Ratan RR, Leahy P, Zigmond RE (2004). Novel changes in gene expression following axotomy of a sympathetic ganglion: a microarray analysis. J Neurobiol.

[B20] Schmitt AB, Breuer S, Liman J, Buss A, Schlangen C, Pech K, Hol EM, Brook GA, Noth J, Schwaiger FW (2003). Identification of regeneration-associated genes after central and peripheral nerve injury in the adult rat. BMC Neurosci.

[B21] Costigan M, Befort K, Karchewski L, Griffin RS, D'Urso D, Allchorne A, Sitarski J, Mannion JW, Pratt RE, Woolf CJ (2002). Replicate high-density rat genome oligonucleotide microarrays reveal hundreds of regulated genes in the dorsal root ganglion after peripheral nerve injury. BMC Neurosci.

[B22] Tanabe K, Bonilla I, Winkles JA, Strittmatter SM (2003). Fibroblast Growth Factor-Inducible-14 Is Induced in Axotomized Neurons and Promotes Neurite Outgrowth. J Neurosci.

[B23] Xiao HS, Huang QH, Zhang FX, Bao L, Lu YJ, Guo C, Yang L, Huang WJ, Fu G, Xu SH, Cheng XP, Yan Q, Zhu ZD, Zhang X, Chen Z, Han ZG (2002). Identification of gene expression profile of dorsal root ganglion in the rat peripheral axotomy model of neuropathic pain. Proc Natl Acad Sci U S A.

[B24] De Biase A, Knoblach SM, Di Giovanni S, Fan C, Molon A, Hoffman EP, Faden AI (2005). Gene expression profiling of experimental traumatic spinal cord injury as a function of distance from impact site and injury severity. Physiol Genomics.

[B25] Hu J, Fink D, Mata M (2002). Microarray analysis suggests the involvement of proteasomes, lysosomes, and matrix metalloproteinases in the response of motor neurons to root avulsion. Eur J Neurosci.

[B26] Fan M, Mi R, Yew DT, Chan WY (2001). Analysis of gene expression following sciatic nerve crush and spinal cord hemisection in the mouse by microarray expression profiling. Cell Mol Neurobiol.

[B27] Li C, Sasaki Y, Takei K, Yamamoto H, Shouji M, Sugiyama Y, Kawakami T, Nakamura F, Yagi T, Ohshima T, Goshima Y (2004). Correlation between semaphorin3A-induced facilitation of axonal transport and local activation of a translation initiation factor eukaryotic translation initiation factor 4E. J Neurosci.

[B28] Togashi H, Schmidt EF, Strittmatter SM (2006). RanBPM contributes to Semaphorin3A signaling through plexin-A receptors. J Neurosci.

[B29] van der Laan MJ, Pollard KS, Bryan J (2003). A New Partitioning Around Medoids Algorithm. Journal of Statistical Computation and Simulation.

[B30] Eisen MB, Spellman PT, Brown PO, Botstein D (1998). Cluster analysis and display of genome-wide expression patterns. PNAS.

[B31] Dahlquist KD, Salomonis N, Vranizan K, Lawlor SC, Conklin BR (2002). GenMAPP, a new tool for viewing and analyzing microarray data on biological pathways. Nat Genet.

[B32] Doniger SW, Salomonis N, Dahlquist KD, Vranizan K, Lawlor SC, Conklin BR (2003). MAPPFinder: using Gene Ontology and GenMAPP to create a global gene-expression profile from microarray data. Genome Biol.

[B33] Harris MA, Clark J, Ireland A, Lomax J, Ashburner M, Foulger R, Eilbeck K, Lewis S, Marshall B, Mungall C, Richter J, Rubin GM, Blake JA, Bult C, Dolan M, Drabkin H, Eppig JT, Hill DP, Ni L, Ringwald M, Balakrishnan R, Cherry JM, Christie KR, Costanzo MC, Dwight SS, Engel S, Fisk DG, Hirschman JE, Hong EL, Nash RS, Sethuraman A, Theesfeld CL, Botstein D, Dolinski K, Feierbach B, Berardini T, Mundodi S, Rhee SY, Apweiler R, Barrell D, Camon E, Dimmer E, Lee V, Chisholm R, Gaudet P, Kibbe W, Kishore R, Schwarz EM, Sternberg P, Gwinn M, Hannick L, Wortman J, Berriman M, Wood V, de la Cruz N, Tonellato P, Jaiswal P, Seigfried T, White R, Gene Ontology Consortium (2004). The Gene Ontology (GO) database and informatics resource. Nucleic Acids Res.

[B34] (2001). Creating the gene ontology resource: design and implementation. Genome Res.

[B35] Raivich G, Makwana M (2007). The making of successful axonal regeneration: genes, molecules and signal transduction pathways. Brain Res Rev.

[B36] Goldberg JL (2003). How does an axon grow?. Genes Dev.

[B37] Middleton G, Davies AM (2001). Populations of NGF-dependent neurones differ in their requirement for BAX to undergo apoptosis in the absence of NGF/TrkA signalling in vivo. Development.

[B38] White FA, Keller-Peck CR, Knudson CM, Korsmeyer SJ, Snider WD (1998). Widespread elimination of naturally occurring neuronal death in Bax-deficient mice. J Neurosci.

[B39] Snider WD (1994). Functions of the neurotrophins during nervous system development: what the knockouts are teaching us. Cell.

[B40] Snider WD, Wright DE (1996). Neurotrophins cause a new sensation. Neuron.

[B41] Francis NJ, Landis SC (1999). Cellular and molecular determinants of sympathetic neuron development. Annu Rev Neurosci.

[B42] Huber K, Kuehnel F, Wyatt S, Davies AM (2000). TrkB expression and early sensory neuron survival are independent of endogenous BDNF. J Neurosci Res.

[B43] Lindwall C, Kanje M (2005). The Janus role of c-Jun: cell death versus survival and regeneration of neonatal sympathetic and sensory neurons. Exp Neurol.

[B44] Knapska E, Kaczmarek L (2004). A gene for neuronal plasticity in the mammalian brain: Zif268/Egr-1/NGFI-A/Krox-24/TIS8/ZENK?. Prog Neurobiol.

[B45] Robinson GA (1994). Immediate early gene expression in axotomized and regenerating retinal ganglion cells of the adult rat. Brain Res Mol Brain Res.

[B46] Amit I, Citri A, Shay T, Lu Y, Katz M, Zhang F, Tarcic G, Siwak D, Lahad J, Jacob-Hirsch J, Amariglio N, Vaisman N, Segal E, Rechavi G, Alon U, Mills GB, Domany E, Yarden Y (2007). A module of negative feedback regulators defines growth factor signaling. Nat Genet.

[B47] Campbell DB, Levitt P (2003). Regionally restricted expression of the transcription factor c-myc intron 1 binding protein during brain development. J Comp Neurol.

[B48] Rubin E (1985). Development of the rat superior cervical ganglion: ganglion cell maturation. J Neurosci.

[B49] Enomoto H, Crawford PA, Gorodinsky A, Heuckeroth RO, Johnson EM, Milbrandt J (2001). RET signaling is essential for migration, axonal growth and axon guidance of developing sympathetic neurons. Development.

[B50] Mirnics K, Koerber HR (1995). Prenatal development of rat primary afferent fibers: I. Peripheral projections. J Comp Neurol.

[B51] Mirnics K, Koerber HR (1995). Prenatal development of rat primary afferent fibers: II. Central projections. J Comp Neurol.

[B52] Ozaki S, Snider WD (1997). Initial trajectories of sensory axons toward laminar targets in the developing mouse spinal cord. J Comp Neurol.

[B53] Wang H, Sun H, Della Penna K, Benz RJ, Xu J, Gerhold DL, Holder DJ, Koblan KS (2002). Chronic neuropathic pain is accompanied by global changes in gene expression and shares pathobiology with neurodegenerative diseases. Neuroscience.

[B54] Valder CR, Liu JJ, Song YH, Luo ZD (2003). Coupling gene chip analyses and rat genetic variances in identifying potential target genes that may contribute to neuropathic allodynia development. J Neurochem.

[B55] Befort K, Karchewski L, Lanoue C, Woolf CJ (2003). Selective up-regulation of the growth arrest DNA damage-inducible gene Gadd45 alpha in sensory and motor neurons after peripheral nerve injury. Eur J Neurosci.

[B56] Landry M, Holmberg K, Zhang X, Hokfelt T (2000). Effect of axotomy on expression of NPY, galanin, and NPY Y1 and Y2 receptors in dorsal root ganglia and the superior cervical ganglion studied with double-labeling in situ hybridization and immunohistochemistry. Exp Neurol.

[B57] Mason MR, Lieberman AR, Grenningloh G, Anderson PN (2002). Transcriptional upregulation of SCG10 and CAP-23 is correlated with regeneration of the axons of peripheral and central neurons in vivo. Mol Cell Neurosci.

[B58] Skene JH (1989). Axonal growth-associated proteins. Annu Rev Neurosci.

[B59] Van der Zee CE, Nielander HB, Vos JP, Lopes da Silva S, Verhaagen J, Oestreicher AB, Schrama LH, Schotman P, Gispen WH (1989). Expression of growth-associated protein B-50 (GAP43) in dorsal root ganglia and sciatic nerve during regenerative sprouting. J Neurosci.

[B60] Mason MR, Lieberman AR, Anderson PN (2003). Corticospinal neurons up-regulate a range of growth-associated genes following intracortical, but not spinal, axotomy. Eur J Neurosci.

[B61] Pellier-Monnin V, Astic L, Bichet S, Riederer BM, Grenningloh G (2001). Expression of SCG10 and stathmin proteins in the rat olfactory system during development and axonal regeneration. J Comp Neurol.

[B62] Tessier-Lavigne M, Goodman CS (1996). The molecular biology of axon guidance. Science.

[B63] Yu TW, Bargmann CI (2001). Dynamic regulation of axon guidance. Nat Neurosci.

[B64] Skaper SD, Moore SE, Walsh FS (2001). Cell signalling cascades regulating neuronal growth-promoting and inhibitory cues. Prog Neurobiol.

[B65] Fiore R, Puschel AW (2003). The function of semaphorins during nervous system development. Front Biosci.

[B66] Goshima Y, Hori H, Sasaki Y, Yang T, Kagoshima-Maezono M, Li C, Takenaka T, Nakamura F, Takahashi T, Strittmatter SM, Misu Y, Kawakami T (1999). Growth cone neuropilin-1 mediates collapsin-1/Sema III facilitation of antero- and retrograde axoplasmic transport. J Neurobiol.

[B67] Goshima Y, Kawakami T, Hori H, Sugiyama Y, Takasawa S, Hashimoto Y, Kagoshima-Maezono M, Takenaka T, Misu Y, Strittmatter SM (1997). A novel action of collapsin: collapsin-1 increases antero- and retrograde axoplasmic transport independently of growth cone collapse. J Neurobiol.

[B68] Liu BP, Strittmatter SM (2001). Semaphorin-mediated axonal guidance via Rho-related G proteins. Curr Opin Cell Biol.

[B69] He Z, Wang KC, Koprivica V, Ming G, Song HJ (2002). Knowing how to navigate: mechanisms of semaphorin signaling in the nervous system. Sci STKE.

[B70] Pasterkamp RJ, Kolodkin AL (2003). Semaphorin junction: making tracks toward neural connectivity. Curr Opin Neurobiol.

[B71] Schnorrer F, Dickson BJ (2004). Axon guidance: morphogens show the way. Curr Biol.

[B72] Grunwald IC, Klein R (2002). Axon guidance: receptor complexes and signaling mechanisms. Curr Opin Neurobiol.

[B73] Chisholm A, Tessier-Lavigne M (1999). Conservation and divergence of axon guidance mechanisms. Curr Opin Neurobiol.

[B74] Li X, Cao X (2003). BMP signaling and HOX transcription factors in limb development. Front Biosci.

[B75] Packard M, Mathew D, Budnik V (2003). Wnts and TGF beta in synaptogenesis: old friends signalling at new places. Nat Rev Neurosci.

[B76] Kronenberg HM (2003). Developmental regulation of the growth plate. Nature.

[B77] Dale TC (1998). Signal transduction by the Wnt family of ligands. Biochem J.

[B78] Marti E, Bovolenta P (2002). Sonic hedgehog in CNS development: one signal, multiple outputs. Trends Neurosci.

[B79] Butler SJ, Dodd J (2003). A role for BMP heterodimers in roof plate-mediated repulsion of commissural axons. Neuron.

[B80] Dionne MS, Brunet LJ, Eimon PM, Harland RM (2002). Noggin is required for correct guidance of dorsal root ganglion axons. Dev Biol.

[B81] Salinas PC (2003). Synaptogenesis: Wnt and TGF-beta take centre stage. Curr Biol.

[B82] Hall AC, Lucas FR, Salinas PC (2000). Axonal remodeling and synaptic differentiation in the cerebellum is regulated by WNT-7a signaling. Cell.

[B83] Yoshikawa S, McKinnon RD, Kokel M, Thomas JB (2003). Wnt-mediated axon guidance via the Drosophila Derailed receptor. Nature.

[B84] Lyuksyutova AI, Lu CC, Milanesio N, King LA, Guo N, Wang Y, Nathans J, Tessier-Lavigne M, Zou Y (2003). Anterior-posterior guidance of commissural axons by Wnt-frizzled signaling. Science.

[B85] Augsburger A, Schuchardt A, Hoskins S, Dodd J, Butler S (1999). BMPs as mediators of roof plate repulsion of commissural neurons. Neuron.

[B86] Charron F, Stein E, Jeong J, McMahon AP, Tessier-Lavigne M (2003). The morphogen sonic hedgehog is an axonal chemoattractant that collaborates with netrin-1 in midline axon guidance. Cell.

[B87] Lumsden AG, Davies AM (1983). Earliest sensory nerve fibres are guided to peripheral nerve targets by attractants other than nerve growth factor. Nature.

[B88] Tessier-Lavigne M, Placzek M, Lumsden AG, Dodd J, Jessell TM (1988). Chemotropic guidance of developing axons in the mammalian central nervous system. Nature.

[B89] Guthrie S, Lumsden A (1994). Collagen Gel Coculture of Neural Tissue. Neuroprotocols: A companion to Methods in Neuroscience.

[B90] Cheng HJ, Bagri A, Yaron A, Stein E, Pleasure SJ, Tessier-Lavigne M (2001). Plexin-A3 mediates semaphorin signaling and regulates the development of hippocampal axonal projections. Neuron.

[B91] Kennedy TE, Serafini T, de la Torre JR, Tessier-Lavigne M (1994). Netrins are diffusible chemotropic factors for commissural axons in the embryonic spinal cord. Cell.

[B92] Diaz E, Yang YH, Ferreira T, Loh KC, Okazaki Y, Hayashizaki Y, Tessier-Lavigne M, Speed TP, Ngai J (2003). Analysis of gene expression in the developing mouse retina. PNAS.

[B93] Phillips J, Eberwine JH (1996). Antisense RNA Amplification: A Linear Amplification Method for Analyzing the mRNA Population from Single Living Cells. Methods.

[B94] Bolstad BM, Irizarry RA, Astrand M, Speed TP (2003). A comparison of normalization methods for high density oligonucleotide array data based on variance and bias. Bioinformatics.

[B95] Irizarry RA, Bolstad BM, Collin F, Cope LM, Hobbs B, Speed TP (2003). Summaries of Affymetrix GeneChip probe level data. Nucleic Acids Res.

[B96] Wu Z, Irizarry RA, Gentleman R, Martinez-Murillo F, Spencer F (2004). A Model-Based Background Adjustment for Oligonucleotide Expression Arrays. J Amer Stat Assoc.

[B97] Gautier L, Cope L, Bolstad BM, Irizarry RA (2004). affy--analysis of Affymetrix GeneChip data at the probe level. Bioinformatics.

[B98] Smyth GK, Gentleman R, Carey V, Huber W, Irizarry R, Dudoit S (2005). limma: Linear Models for Microarray Data. Bioinformatics and computational biology solutions using R and Bioconductor.

[B99] Smyth GK (2004). Linear models and empirical bayes methods for assessing differential expression in microarray experiments. Stat Appl Genet Mol Biol.

[B100] Stanford SOURCE. http://source.stanford.edu/.

[B101] NCBI Entrez Gene. http://www.ncbi.nlm.nih.gov/sites/entrez?db=gene.

[B102] Ensembl. http://www.ensembl.org/Mus_musculus/.

[B103] Applied-Biosystems (1997). User Bulletin #2 (04303859).

[B104] GenMAPP - Gene Map Annotator and Pathway Profiler. http://genmapp.org/.

How the deposited data were processed for this re-analysis (not part of the article)

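The series holds 22 Affymetrix arrays of mouse ganglia. Of these, 20 were hybridized with RNA of E12 DRG explants, 10 beside mock-transfected and 10 beside Sema3A-transfected Cos7 cells, at 5 time points with 2 replicates each. The other 2 were hybridized with pooled RNA of acutely dissected DRG (E12) and SCG (E13), 1 array each. The paper gives MOE430A for its DRG samples and another array type for its SCG samples, so it does not describe the SCG pool array of this series. The title of the series also names a second version of MOE430A without saying for which samples. No SCG time course was analysed here, so sentences of the paper on SCG alone carry no values. The authors made log2 values with GCRMA 1.1, as their sample descriptions state, and deposited them for 11268 probesets, with no baseline subtracted. None of these probesets was a control and none ended in _x_at. The values were used as deposited. No array was left out of the main tests.

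Gene symbols came from the annotation of the array type. A gene was represented by the DRG probeset that the paper's tables give for it, or else by the probeset with the highest mean over the 20 cultured arrays, and probesets with several symbols or none entered the tests over all probesets but no gene list. All arrays had between 67.4% and 69.4% of probesets at a log2 value of at least 5. The number of arrays limits the precision, and the 2 pools, being single arrays, were not tested against each other probeset by probeset, while the cultures were tested against the DRG pool on the assumption that this 1 array varies like the cultured groups.

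Tests used limma 3.58.1 in R 4.3.3, and plots were drawn with matplotlib 3.10.9 in Python 3.11.15. The time course of the mock-transfected cultures was tested by the moderated F of linear and quadratic hours, called at the paper's limits of p at or below 0.05 and at least 1.5 fold, the fold being between any 2 of the time points and the pool, and also at a Benjamini-Hochberg adjusted p of 0.05. The contrast of 40 h with 2 h, with the hours as a factor, gave each gene its direction, standard error and adjusted p. The Sema3A tests had the replicate number as a term, and the tests over time had it only as an alternative. The paper's methods name a replicate variable for DRG without saying for which model, a linear model beside the quadratic one, and no pool for the fold; for the probesets in the part of its supplementary table at hand, its maximum change is the one with the pool in every case (in 417 the one without the pool matches too), and its p-values lie closer to the fit without the replicate number (median difference of 0.00268, and 0.0172 with it). Each of the 32 gene lists was tested with camera at a preset correlation of 0.01, its adjusted p being over the 32 lists, and members were counted at an adjusted p under 0.05 over all probesets and over the list alone. Enrichment among genes of high intensity was tested with Fisher's exact test over the genes measured. The lists of early genes and of the semaphorin pathway were taken from the paper, and the others were written from general knowledge.

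The pairing by replicate number was checked on the difference between replicates 1 and 2 in each arm and time point. Across probesets, which are not independent, these differences correlated between the arms at the same time point at a median r of 0.576 (lowest 0.363, 5 of 5 over 0.1), between time points of an arm at 0.234 and between arms at other time points at 0.246.

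Genes are named by a rule: every gene that the paper names in its text or tables and that has a probeset of its own; the 10 largest rises and the 10 largest falls between 2 h and 40 h that passed the test in the direction of both replicates, with a mean of at least 6 in the higher group; up to 4 members of each list with the largest change; the 10 genes with the smallest p for each Sema3A test that went 1 way in at least 8 of 10 pairs; and the 10 largest differences each way between the pools with at least 8 in the higher pool. Values in the paper's tables had been seen when the rule was written. Genes that only share probesets with other genes (Ptp4a1, Gli2, Grm4, Timp3, Rapgef4, Arpc1b and Calca among those in the paper) are given no values of their own, but the probesets that the paper's tables give for Ptp4a1, Rapgef4, Arpc1b and Calca are counted among the study's regeneration genes, as is that for Hla-dmb.

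The tests were tested on simulated data with 11268 probesets, of which 200 changed. Noise was drawn independently for each array, and the Sema3A simulation added a shift of each probeset in replicate 2. No effect shared by the arms at the same time point and replicate number was simulated, though the real arrays show one (median r of 0.576). There the Sema3A criteria called 232 unchanged probesets, against 52 in all on the real arrays, so the shares called are a rough guide only. For changes of 1 and 2 on the log2 scale, the contrast of 40 h with 2 h called 46% and 87% of them and 0.0723% of the unchanged, the quadratic criteria of p and fold called 89% and 98% and 2.68% of the unchanged, the Sema3A criteria 85% and 99% and 2.10%, the adjusted Sema3A interaction 40% and 78% and 0.0994%, and the mean Sema3A effect 97% and 100% and 0.0904%.

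The alternatives tried were the replicate number as a block or its absence, a minimum of 5 on the log2 scale in at least 2 arrays, quantile normalization, centring of each array on its median, a trended and robust prior in limma, a fold of 2, hours as log2 or as a factor, 48 h for the last time point, the fold without the pool, all 20 cultured arrays in 1 fit, the median over the probesets of a gene, an estimated correlation in camera, and each array and each replicate number left out in turn. Other models of the Sema3A effect were added after the values were seen. The 2 replicates of a time point became 1 when an array was left out, and that array was then assumed to vary like the others.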

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

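The tests on cell types, on Xist and on the pools below were chosen after the results they weigh had been seen. Values of single arrays that stood apart from the other 9 arrays of their arm were looked for in 74 groups of 10 values (list medians, array medians and sex-linked genes), and 4 were found where 3.7 would be by chance.

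Lists of markers of endothelium, erythroid cells and macrophages, which the paper does not report as lists, changed in mock cultures between 2 h and 40 h. Endothelium markers were lower in 12 of 25 and higher in 0, with a median log2 change of -0.88 and 13 lower when adjusted over the list alone (adjusted p = 9.56e-10 by camera, and adjusted p = 0.0505 with an estimated correlation). Erythroid markers were lower in 4 of 13 with a median of -0.10, and also in 4 when adjusted over the list alone (adjusted p = 0.00937 by camera, and adjusted p = 0.129 with an estimated correlation). Macrophage markers had a median of 0.53 (adjusted p = 5.49e-06 by camera, and adjusted p = 0.297 with an estimated correlation). Esam, an adhesion molecule of endothelium, fell by 3.40 (adjusted p = 2.72e-04 from limma), the receptor gene Kdr by 3.08 (adjusted p = 5.87e-04) and the embryonic globin gene Hbb-bh1 by 2.95 (adjusted p = 0.00583). With each mock array left out in turn, 5 of the 12 endothelium calls, 4 of the 8 macrophage calls and 1 of the 4 erythroid calls (Hbb-bh1) held each time; that on Alas2 was lost in 9 of the 10 cases (adjusted p up to 0.238) and after quantile normalization (adjusted p = 0.0710).

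Against 1 shift of every probeset on the 40 h arrays stands that 12 endothelium members were called lower and 8 macrophage members higher. After quantile normalization, 12 endothelium and 3 erythroid members were called lower and 7 macrophage members higher, and 12, 4 and 8 with each array centred on its median. The array medians in mock cultures already lay close, at 7.47 and 7.41 at 2 h and at 7.52 and 7.51 at 40 h. These settings could therefore move the values little, and they are a weak check on a shift of whole arrays from the normalization. A smaller share of endothelial and erythroid cells in the explants, a larger share of macrophages and a change in the cells present cannot be told apart, because few members had a mean of 7 or more on the log2 scale over the 5, 12 and 24 h arrays of an arm, which are not part of the contrast. Between 2 h and 40 h, 100% of those were lower for endothelium (3 of 3 in each arm) and for erythroid cells (3 of 3 in each), and for macrophages 50% of 2 were higher in mock and 80% of 5 in Sema3A cultures. No sort or gate preceded the arrays, and 3 of the macrophage genes are also in the lysosome list.

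Xist, transcribed from the inactive X chromosome of females, had a log2 intensity of 3.08 on Sema3A 24 h replicate 2, far from the 11.2 to 13.3 of the other cultured arrays. A failed Xist signal alone is argued against by the Y-linked genes Eif2s3y and Kdm5d, whose mean there lay 2.59 SD above that of the other 19 arrays. It was 0.64 above the next highest array, so explants of mostly male embryos in that sample are a candidate explanation. Across the 20 arrays Xist and the Y-linked mean had r = -0.66 (permutation p = 0.0051) and rho = -0.65 (permutation p = 0.00259), and r = -0.54 without the 2 arrays farthest from the median of Xist. Without that array the counts of the Sema3A tests were 61 for the interaction criteria and 347 for the mean effect at p under 0.05.

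For single arrays of the Sema3A arm, the median of the axon guidance list was 7.92 on 40 h replicate 1 (nearest other array 7.45), that of the cartilage list 4.50 on 24 h replicate 1 (nearest 4.15), and that of the cell cycle list 9.70 on 12 h replicate 2 (nearest 9.07).

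Between the pools of acutely dissected ganglia, which the paper does not compare on this array type, sympathetic neuron genes were higher in SCG by a median of 3.12 and cell cycle genes by 1.31. The identity of the ganglia was tested on the sensory neuron list, whose median lay at percentile 0.79 of random lists matched on intensity, and each pool is 1 array. The SCG pool came from E13 and the DRG pool from E12 embryos, so differences of ganglion and of age cannot be told apart.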

How the results depend on the processing

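The other models of the Sema3A effect, among them the pair of the same time point and replicate number as a block, the arrays left out of the list tests, of the Sema3A time course, of the comparison with the pool and of the regeneration genes, and the replicate block with an estimated correlation were added after the data had been seen; all other alternatives had been chosen earlier. In all, 69 settings were run, each result under those that apply to it. The counts of the quadratic criteria (1977 to 2954 with arrays left out) and of 1.5 fold changes (5125 to 6409) stayed within 1.5 times the values reported, except with a fold of 2 (1527 and 2185), and the mean Sema3A effect had 0 probesets past correction in limma in the 28 alternatives run for it (at an unadjusted p under 0.05, 324 to 646 with arrays left out, 283 with no replicate block and 809 with the pair as a block). The replicate block gave 858 higher and 691 lower at 40 h against 2 h, and all 20 cultured arrays in 1 fit 1710 and 1699; in the latter, more arrays share 1 estimate of the spread. Regeneration genes were 7 by the adjusted contrast of 40 h with 2 h, a stricter test. For the Sema3A interaction, no replicate block gave 34, a fold of 2 gave 10 (57 in place of 559 for the fold alone), and 1 probeset passed correction after quantile normalization and 1 with a trended and robust prior, in place of 0, as did 1 in 3 of the 4 forms with differences of pairs and 2 and 1 with the pair as a random block. The other models gave 205, 172, 177 and 158 (differences of pairs with 3 terms, 2 terms, and each with the replicate), 152 and 124 (the pair as a random block with 3 and 2 terms), 79 (3 terms, replicate by hours), 5 and 8 (the arm alone without and with the replicate), 26 (arm by hours alone), 30 (arm by squared hours alone) and 33 (linear in hours). With an estimated correlation 2 lists were higher and 1 lower over time (2 and 0 with the replicate block as well) and 0 and 0 with Sema3A. The difference of the regeneration genes' median intensities was 2.71 over all 21 DRG arrays. For the pools, the sympathetic median was 3.27 after quantile normalization and 3.71 among probesets of at least 5 in either pool, where the endothelium median was -1.96. Beyond the tests that are stricter or have more arrays by construction, the cause was not tested.

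With 1 array or 1 replicate number left out, the lowest and highest values were 0 (without replicate 2) and 1275 for the adjusted quadratic test, 16 and 28 for the regeneration genes, 230 to 561 higher and 139 to 428 lower for 40 h against 2 h in mock cultures, 468 to 986 and 219 to 840 in Sema3A cultures (the lower values without Sema3A 2 h replicate 2, and 413 lower without Sema3A 40 h replicate 2), 184 to 340 and 120 to 251 for 40 h against the pool (184 and 120 without mock 40 h replicate 1, where 1 array stands against 1 and the spread comes from the other groups), 51 to 170 for the Sema3A interaction, 0 to 2 for it after correction (2 without mock 40 h replicate 1, and 1 without mock 24 h replicate 1 or Sema3A 40 h replicate 1), 560 to 1948 for 1.5 fold between the arms (1592 without mock 24 h replicate 2, 1761 without replicate 1 and 1948 without replicate 2), 6 to 9 lists higher and 7 to 10 lower over time, and 1 to 5 higher and 3 to 5 lower with Sema3A. The correlation between the arms lay between 0.891 and 0.926. Fewer arrays remain in these settings, and beyond that the cause was not tested.

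Directions that turned were those of the cell cycle list over time, higher without mock 40 h replicate 1 (adjusted p = 0.0069; over all arrays left out, adjusted p = 6.49e-05 without mock 40 h replicate 2 to 0.896 without mock 2 h replicate 2), and of the largest Sema3A difference of Fggy, -0.77 with all arrays, which was 0.78 without mock 12 h replicate 2, 0.75 without mock 40 h replicate 2, 0.96 without Sema3A 2 h replicate 1, 1.29 without Sema3A 12 h replicate 1, 1.11 without Sema3A 24 h replicate 1 and 0.75 without Sema3A 40 h replicate 2 (lowest -1.28 without replicate 1). Over the named genes and lists, 2357 comparisons for 40 h against 2 h were unchanged, 97 gained a call and 190 lost one. The lists over time had 442, 5 and 32, the lists with Sema3A 725, 32 and 11, and the Sema3A interaction 1725, 11 and 18. The unchanged include comparisons that were called in neither setting. For the mean Sema3A effect all 1589 were unchanged, which was fixed in advance, because 0 probesets passed correction in any setting and there was no call to keep. The share of higher among the called at 40 h against 2 h was 57.3%, 53.7% after quantile normalization and 49.7% with centred arrays. With each mock array left out in turn, the calls at 40 h against 2 h that held each time were 16 of 26 for the matrix list, 6 of 19 for lysosome, 7 of 13 higher for Schwann and satellite glia, 0 of 6 for fibroblast, 3 of 10 higher for fatty acids and 6 of 10 for immediate early genes. Probesets ending in _x_at were 0, so that alternative could give no value. Signal near background limits the dim probesets, which GCRMA compresses.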

Differences from the paper's values

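None of the 21 values of the paper that were computed again here differed by more than 1.5 times, among them the paper's 4860 and 2632 probesets over time (5100 and 2634 here with the pool as a time point of the fold, and 4237 and 2511 without it) and the paper's 74 with Sema3A (52 here). This limit is wide and compares counts, not members: of the paper's 74, 30 were called here. For medians of log2 intensity such a ratio has little meaning. The median of the 32 unchanged regeneration genes was 5.57 here, above the paper's value.

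For the 52, 25 other forms of the model were tried after the values had been seen, with the paper's count known, and they gave 5 to 205. None gave 74. The nearest was the form with 3 terms and replicate by hours, at 79, which drops 19 of the paper's 74, and 2 terms with replicate by hours gave 66, dropping 38. Models with 3 terms and the pair as a random block gave 152 and drop 1 of the 74, and differences of pairs with 3 terms gave 205 and drop 5. Among the alternatives set before the data were examined, 3 terms gave 64 and leaving out Sema3A 40 h replicate 2 gave 71, and those more than 1.5 times from the paper's 74 were no replicate block (34), a fold of 2 (10), the filter on dim probesets (41), log2 hours (36), without mock 40 h replicate 1 (130), without mock 24 h replicate 2 (132), without replicate 1 (170) and without replicate 2 (128). The model with 2 interaction terms was kept throughout.

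The paper lists a Sema3A effect on Col18a1 in DRG arrays. It was not called here (p = 0.144 and 0.140 on its 2 probesets, n = 20 arrays, both at least 1.5 fold). It was called without replicate 1 (p = 0.0339 on the probeset with the suffix s_at, n = 10 arrays), and in 6 of the forms chosen after the values were seen: on that probeset p = 0.0080 to 0.0345 in the 4 with differences of pairs and 0.0109 and 0.0355 in the 2 with the pair as a random block. Cntn3 and Fdps, which the paper also lists, were called.

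The paper's regeneration table marks Mmp16 and Rgs4 as changed in DRG. Here Mmp16 had a quadratic p of 0.387 with 1.32-fold and Rgs4 of 0.0438 with 1.34-fold (n = 10 arrays), and the other 25 of the paper's 27 were called.

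The paper describes the regeneration genes without change as generally of low intensity, and here 17 of the 32 lay below 6 against 6 of the 34. Among those it names, Gal (11.1), Htr3a (8.30) and Gria2 (8.17) lay above the middle of all probesets, while Gfap (6.06), Slc1a3 (5.45) and Tspo (6.19) lay below it.

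The paper's statements on gene groups rest on Gene Ontology terms within clusters of changed genes, those on cell division and lipids in SCG and DRG together. The lists here were written from general knowledge and tested over all measured members in DRG alone, so the values below are not a like measure. The paper reports a late induction of apoptosis genes in DRG. Here 2 of 50 were higher and 5 lower at 40 h, with 20 of 50 highest at 24 or 40 h, and 19 of the 50 were called by the quadratic criteria of p and fold. The paper reports falling cell division genes; here 26 of 43 cell cycle genes lay below 0, the direction of the paper, and the list did not pass (adjusted p = 0.510 by camera). The paper places lipid metabolism among the rising genes, where 10 of 45 fatty acid and lipoprotein genes were higher here and 2 lower (adjusted p = 0.00163 by camera, and adjusted p = 0.0541 with an estimated correlation) and all 16 cholesterol synthesis genes lay below 0 (adjusted p = 1.91e-05, and adjusted p = 0.338 with an estimated correlation).

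The paper reports that Npy and Arg1 fall over time. Here both were below 0 at 40 h against 2 h and called by the quadratic criteria, without passing the contrast (adjusted p = 0.102 and 0.198 from limma), and Gadd45a passed. By qPCR the paper finds an effect of Sema3A on Tubb3, which it describes as an upregulation, and on the arrays Tubb3 lay in the opposite direction, at a mean of -0.18 with Sema3A, without passing correction.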

Other observations

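The test of the mix of male and female embryos and the counts of other splits of the samples were fixed before their results were seen. The list tests with 1 array left out were added after the data had been seen.

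Some members of several other lists changed during DRG culture, and these lists passed camera at its preset correlation but not with an estimated one. Markers of developing sensory neurons were lower in 6 of 28 and higher in 1 at 40 h against 2 h (9 and 2 when adjusted over the list alone; median -0.10, adjusted p = 0.00679 by camera, and adjusted p = 0.406 with an estimated correlation), with the transcription factor Neurod1 at -2.90 (SE 0.32, adjusted p = 0.00222 from limma), the neurotrophin receptor Ntrk3 at -1.34 (SE 0.16, adjusted p = 0.0034) and the sodium channel Scn10a at 1.32 (adjusted p = 0.0399, lost when any 1 of 9 arrays was left out, and after quantile normalization with adjusted p = 0.0725). Sympathetic neuron markers were lower in 2 of 20, Cartpt and Insm1, each lost without mock 2 h replicate 2 with adjusted p = 0.0518 and 0.0531 (3 when adjusted over the list alone; adjusted p = 0.0115, and adjusted p = 0.318 with an estimated correlation), a call lost without mock 2 h replicate 1 (adjusted p = 0.0565). Melanocyte markers were higher in 4 of 12, among them the pigment enzyme Tyrp1 at 1.64 (SE 0.22, adjusted p = 0.00471; the list adjusted p = 0.0103, and adjusted p = 0.247 with an estimated correlation). Interferon response genes had a median of 0.17 with B2m higher (adjusted p = 0.0115, and adjusted p = 0.696 with an estimated correlation), a call lost without mock 40 h replicate 2 (adjusted p = 0.0613), and B2m, the 1 member that passed (adjusted p = 0.0158 from limma), was lost without mock 2 h replicate 1 (adjusted p = 0.0871), mock 2 h replicate 2 (adjusted p = 0.0683) or mock 40 h replicate 2 (adjusted p = 0.0551). With each mock array left out in turn, 5 of the 6 lower sensory neuron calls and 1 of the 4 melanocyte calls (Tyrp1) held each time. Tyrp1 and Ntrk3 were dim, without a log2 value of at least 5 in 2 or more mock arrays, so the sizes of their changes are rough.

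Lists that did not pass over time held genes that did. The glucose transporter Slc2a1 fell by 2.45 (SE 0.16, adjusted p = 3.13e-04 from limma) among 35 genes of hypoxia and glycolysis (1 higher and 4 lower, adjusted p = 0.181 by camera), and the cartilage collagen Col9a1 fell by 2.51 (SE 0.27, adjusted p = 0.00182) among 17 of cartilage (2 higher and 1 lower, adjusted p = 0.875). Heat shock genes (1 higher and 3 lower of 22, adjusted p = 0.295), the unfolded protein response (3 lower of 36, adjusted p = 0.861) and spinal cord markers (2 lower of 18, adjusted p = 0.508) did not pass, nor did synapse genes (adjusted p = 0.498), inflammation (adjusted p = 0.625), muscle (adjusted p = 0.470), the study's 6 early genes (2 lower, adjusted p = 0.0845) or the 3 sex-linked genes (adjusted p = 0.639), with 0 higher in each of these. With each mock array left out in turn, 1 of the 5 calls in the hypoxia list, 1 of 3 in cartilage, 1 of 4 in heat shock, 0 of 3 in the unfolded protein response and 1 of 2 in spinal cord held each time. Against the DRG pool, 16 probesets were higher and 2 lower at 2 h at an adjusted p under 0.05, and 336 and 255 at 40 h, counts that rest on 1 array of the pool, assumed to vary like the cultured groups.

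The SCG and DRG pools correlated at r = 0.962 across probesets, which are not independent replicates, and 611 probesets were over 1 on the log2 scale higher in SCG and 705 in DRG. With 1 array each, no single probeset was tested between them, and the SCG pool came from E13 and the DRG pool from E12 embryos. The largest differences towards SCG were those of Phox2a (10.0), a transcription factor of autonomic neurons, Sytl4 (8.68) and Ddc (8.05), an enzyme of catecholamine synthesis, and those towards DRG Slc17a6 (-8.05), a glutamate transporter of sensory neurons, Bnc1 (-7.59) and Hoxb6 (-7.27). In the lower pool these had log2 intensities between 1.94 and 6.13, mostly dim, where GCRMA compresses the values, so the sizes and their order are rough. Matrix genes had a median of -1.19, endothelium markers of -1.49, Schwann and satellite glia markers of -0.59, cholesterol synthesis genes of 0.31 and splicing genes of 0.21.

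Other splits of the 20 cultured arrays into 10 and 10 were compared with the arms. As many probesets at p under 0.05 for a mean effect (418 for the arms, 1820 at most for the others) came in 60 of 100 splits, the arms themselves included. As many at the interaction criteria (52, and 733 at most) came in 98 of 100, the arms included. These splits were not balanced over time points, replicate numbers or pairs, as the arms are, so they are not a like comparison and decide nothing about the arms. Other splits parted every pair of the same time point and replicate number, as the arms do. Among these, 8 of 100 (657 at most) and 43 of 100 (96 at most), the arms included in both, called as many, so chance cannot be excluded. With the pair as a block, a form added after the data had been seen, 6 of 100, the arms included, called as many for the mean effect (809 for the arms, 1043 at most for the others), and chance cannot be excluded.

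A hypothesis that the 2 culture setups held different mixes of male and female embryos was tested. Xist and the Y-linked genes differed in opposite directions between replicates 1 and 2 in 9 of 10 groups, but not always the same way. Replicate 1 had the lower Xist and the higher Y-linked mean in mock 12 h, Sema3A 5 h and Sema3A 40 h, and the reverse held in the rest of the 9. Opposite directions within groups therefore do not by themselves show a difference between the setups. The Y-linked mean differed by -0.0786 (SE 0.34), too uncertain to decide, so a different mix cannot be told apart from none. The limit on this value was first set at 0.2 without its error, and the error was added after the value had been seen.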
